# ZBP1 and TRIF trigger lethal necroptosis in mice lacking caspase-8 and TNFR1

**DOI:** 10.1038/s41418-024-01286-6

**Published:** 2024-03-28

**Authors:** Margaret Solon, Nianfeng Ge, Shannon Hambro, Susan Haller, Jian Jiang, Miriam Baca, Jessica Preston, Allie Maltzman, Katherine E. Wickliffe, Yuxin Liang, Rohit Reja, Dorothee Nickles, Kim Newton, Joshua D. Webster

**Keywords:** Cell death and immune response, Immune cell death

## Abstract

Necroptosis is a lytic form of cell death that is mediated by the kinase RIPK3 and the pseudokinase MLKL when caspase-8 is inhibited downstream of death receptors, toll-like receptor 3 (TLR3), TLR4, and the intracellular Z-form nucleic acid sensor ZBP1. Oligomerization and activation of RIPK3 is driven by interactions with the kinase RIPK1, the TLR adaptor TRIF, or ZBP1. In this study, we use immunohistochemistry (IHC) and in situ hybridization (ISH) assays to generate a tissue atlas characterizing RIPK1, RIPK3, *Mlkl*, and ZBP1 expression in mouse tissues. RIPK1, RIPK3, and *Mlkl* were co-expressed in most immune cell populations, endothelial cells, and many barrier epithelia. ZBP1 was expressed in many immune populations, but had more variable expression in epithelia compared to RIPK1, RIPK3, and *Mlkl*. Intriguingly, expression of ZBP1 was elevated in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos prior to their succumbing to aberrant necroptosis around embryonic day 15 (E15). ZBP1 contributed to this embryonic lethality because rare *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ mice survived until after birth. Necroptosis mediated by TRIF contributed to the demise of *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ pups in the perinatal period. Of note, *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ mice exhibited autoinflammation and morbidity, typically within 5–7 weeks of being born, which is not seen in *Casp8*^*−/−*^ *Ripk1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^, *Casp8*^*−/−*^ *Ripk3*^*−/−*^, or *Casp8*^*−/−*^ *Mlkl*^*−/−*^ mice. Therefore, after birth, loss of caspase-8 probably unleashes RIPK1-dependent necroptosis driven by death receptors other than TNFR1.

## Introduction

Inactivation of caspase-8 promotes necroptosis, a lytic cell death induced by death ligands such as tumor necrosis factor (TNF) [1–6]. Caspase-8 suppresses necroptosis by cleaving RIPK1 within death receptor signaling complexes [7–10]. RIPK1 promotes necroptosis by recruiting RIPK3 [11, 12]. Oligomerized RIPK3 phosphorylates MLKL, prompting MLKL translocation to the plasma membrane and cell lysis [13]. Caspase-8 also suppresses activation of RIPK3 by TRIF and ZBP1 [14]. TLR3 and TLR4 engage TRIF to activate RIPK3 [15, 16], whereas ZBP1 activates RIPK3 in response to Z-form nucleic acids [17]. TRIF and ZBP1 can activate RIPK3 in the absence of RIPK1 [14, 16], so it is unclear if caspase-8 cleavage of RIPK1 suppresses necroptosis triggered by TRIF or ZBP1.

Caspase-8 is essential for mouse development. Mice lacking caspase-8 or expressing inactive caspase-8 die of RIPK1-, RIPK3-, and MLKL-dependent necroptosis around E11 [5, 6, 8, 18–23]. Endothelial cells lacking caspase-8 are particularly susceptible to necroptosis [24]. The trigger of necroptosis in *Casp8*^*−/−*^ embryos appears to be TNF receptor 1 (TNFR1) because *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos survive beyond E11, although they do not survive to birth [19]. *Casp8*^*−/−*^ *Zbp1*^*−/−*^ and *Casp8*^*−/−*^ *Trif*^*−/−*^ embryos are reported to be indistinguishable from *Casp8*^*−/−*^ embryos [16, 25]. When deletion of *Casp8* is restricted to certain cell types, mice can develop necroptosis-driven lesions after birth [26–28]. To gain further insights into the biology of RIPK1, ZBP1, RIPK3, and MLKL, we generated a tissue atlas to compare their expression patterns in mouse tissues using IHC and ISH assays. In the course of these studies, we found that expression of ZBP1 was more robust in E12.5 *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos than in control littermates. We show that *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ mice survive to birth similar to *Casp8*^*−/−*^ *Ripk1*^*−/−*^ mice [19–21]. Co-deletion of *Trif* and *Zbp1* allowed *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ *Trif*^*−/−*^ mice to survive past weaning. Thus, caspase-8 is a suppressor of ZBP1-driven necroptosis in the sterile environment of the embryo, in addition to being a suppressor of ZBP1-driven necroptosis in adult intestinal epithelium [26].

## Results

### IHC and ISH validation

We assessed RIPK1, *Ripk1*, RIPK3, *Mlkl*, and ZBP1 expression in wild-type (WT) mouse tissues by IHC or ISH, using tissues from knockout mice as negative controls. The specificity of RIPK1 immunolabeling with 10C7 rat anti-mouse RIPK1 antibody was confirmed in E11.5 *Ripk1*^*+/+*^*Ripk3*^*−/−*^ and *Ripk1*^*−/−*^*Ripk3*^*D161N/-*^ embryos [29]. Endothelial cells and the liver were labeled in *Ripk1*^*+/+*^, but not *Ripk1*^*−/−*^ embryos (Fig. 1a). *Ripk1*^*−/−*^ mice die perinatally [30], so we validated our RIPK1 IHC in a subset of adult tissues by *Ripk1* ISH (Fig. 1b and Supplementary Fig. S1).

**Fig. 1:**
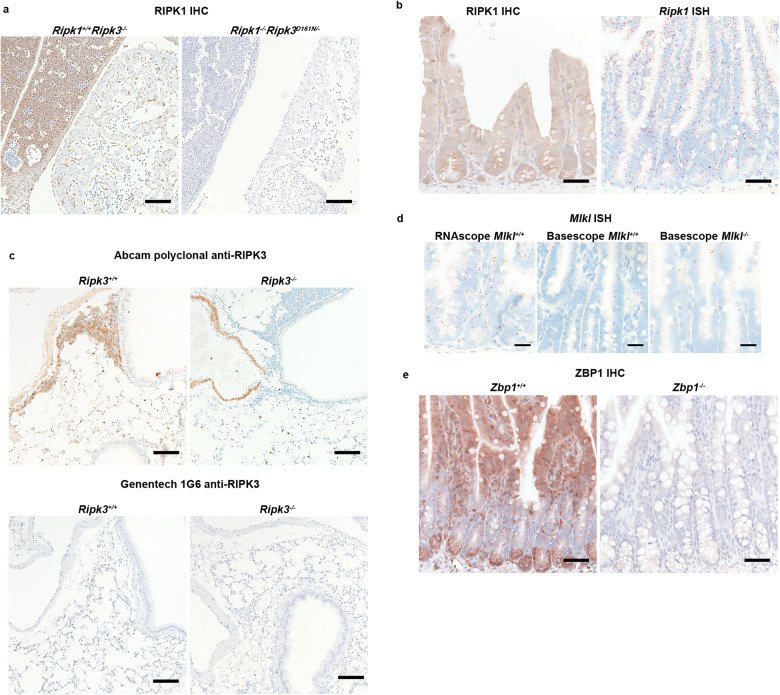
Assays for assessing RIPK1, *Ripk1*, RIPK3, *Mlkl*, and ZBP1 expression in mouse tissues. **a** RIPK1 IHC in E11.5 *Ripk1*^*+/+*^*Ripk3*^*−/−*^ (*n* = 1) and *Ripk1*^*−/−*^*Ripk3*^*D161N/−*^ (*n* = 1) embryos. Scale bar, 100 μm. **b** RIPK1 IHC (left column) and *Ripk1* ISH (right column) in WT small intestines. Scale bar, 50 µm. Results representative of 5 mice. **c** RIPK3 IHC in lung. Note the non-specific labeling of *Ripk3*^*−/−*^ striated muscle and granulocytes with the Abcam polyclonal antibody, which is not seen with the Genentech 1G6 antibody. Scale bar, 100 µm. Results representative of 5 WT and 3 *Ripk3*^*−/−*^ mice. **d** *Mlkl* ISH in small intestine with RNAscope probes targeting the full transcript (left) and a Basescope probe (center and right) that targets exon 3, which is deleted in *Mlkl*^*−/−*^ mice. Scale bar, 25 µm. Results representative of 5 WT and 3 *Mlkl*^*−/−*^ mice. **e** ZBP1 IHC in small intestine. Scale bar, 50 µm. Results representative of 5 WT and 4 *Zbp1*^*−/−*^ mice.

Two anti-RIPK3 antibodies had unique off-target labeling patterns in *Ripk3*^*−/−*^ tissues, so we used them to cross-validate specific RIPK3 labeling in WT tissues. Rat 1G6 anti-mouse RIPK3 antibody [29] differentially labeled WT and *Ripk3*^*−/−*^ tissues but exhibited weak labeling in *Ripk3*^*−/−*^ intestinal epithelium and renal tubules (Supplementary Fig. S2a). A rabbit anti-RIPK3 antibody (Abcam ab62344) was more sensitive than 1G6 for RIPK3 detection, but it also labeled *Ripk3*^*−/−*^ striated muscles (skeletal and cardiac), cilia, granulocytes, stratum corneum of squamous epithelium, tracheal submucosal glands, and endometrial glands (Fig. 1c and Supplementary Fig. S2b).

We evaluated three anti-MLKL antibodies by IHC (Cell Signaling Technology #28640, Lifespan Biosciences LS-C334151, and Genentech 1G12), but saw no differential labeling between WT and *Mlkl*^*−/−*^ tissues. An RNAscope ISH probe targeting full-length *Mlkl* also labeled *Mlkl*^*−/−*^ tissues lacking exon 3 [31] (Supplementary Fig. S3a). However, a Basescope probe composed of a single z-z pair targeting the deleted exon validated the RNAscope labeling (Fig. 1d and Supplementary Fig. S3b). ZBP1 IHC with GN58.3 rat anti-mouse ZBP1 antibody gave weak background signal in some *Zbp1*^*−/−*^ tissues, but strong differential labeling above background in WT tissues (Fig. 1e and Supplementary Fig. S4). GN58.3 also detected ZBP1 by western blotting (Supplementary Fig. S5).

### Tissue expression patterns of RIPK1, RIPK3, and *Mlkl*

RIPK1, RIPK3, and *Mlkl* were most consistently expressed in adult endothelium, immune cells, and barrier epithelia (Fig. 2a, b, Supplementary Figs. S6 and S7; Supplementary Table S1). RIPK1 and *Mlkl* were detected in myeloid-rich compartments (splenic red pulp and lymph node medulla) and T-cell rich areas (lymph node paracortex and splenic periarteriolar lymphoid sheaths). They exhibited weaker labeling in lymphoid follicles, particularly in germinal centers. By contrast, RIPK3 was prominent in myeloid regions and germinal centers (Fig. 2a and Supplementary Fig. S6). In many tissues, interstitial cells expressed RIPK1 and RIPK3, including Kupffer cells and alveolar macrophages (Fig. 2a and Supplementary Fig. S6; Supplementary Table S1). There was also labeling in a subset of glomerular cells (Supplementary Fig. S6). *Mlkl* transcripts were identified in many cell types, including Kupffer cells and certain glomerular cells, but labeling was frequently inconsistent with subpopulations containing 1-2 spots per cell (Fig. 2a, b and Supplementary Figs. S6–S8; Supplementary Table S1).

**Fig. 2:**
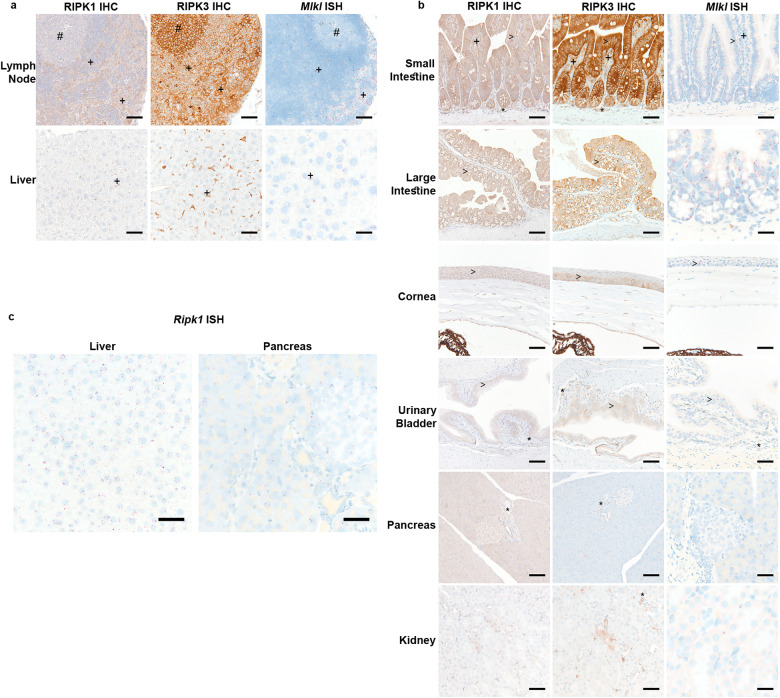
Expression of RIPK1, RIPK3, and *Mlkl* in mouse tissues. **a**, **b** RIPK1 IHC, RIPK3 IHC, and *Mlkl* ISH in WT mouse tissues. Scales bars, 25 µm (*Mlkl*: large intestine), 50 µm (RIPK1, RIPK3, and *Mlkl*: lymph node, liver, small intestine, and eye; *Mlkl*: urinary bladder and pancreas), or 100 µm (RIPK1 and RIPK3: large intestine and urinary bladder). Results representative of 5 mice. #, denotes germinal centers in the lymph nodes; >, denotes epithelial labeling; *, denotes endothelial labeling; and +, highlights immune cell labeling. **c** *Ripk1* ISH in WT mouse tissues. Scale bars, 50 µm. Results representative of 5 mice.

RIPK1, RIPK3, and *Mlkl* were expressed in barrier epithelium (small and large intestine, glandular stomach, gallbladder, corneal epithelium, conjunctiva, urothelium, endometrium, and stratified squamous epithelia) (Fig. 2b and Supplementary Figs. S6 and 7; Supplementary Table S1). Variable labeling was observed in ductal epithelium, including pancreatic and salivary ducts (Fig. 2 and Supplementary Fig. S6). There was segmental RIPK1, RIPK3, and *Mlkl* expression in the epididymis, with inconsistent expression levels of the molecules between segments (Supplementary Fig. S7a). There was rare to no RIPK3 labeling in bronchioles, pancreatic acinar cells, hepatocytes, or adrenal epithelial cells (Fig. 2a, b, and Supplementary Fig. S6; Supplementary Table S1). Rare RIPK3 labeling in renal tubules was primarily in the medulla (Fig. 2b). It was difficult to distinguish specific RIPK1 labeling in some tissues including the pancreas, kidney, adrenal, salivary gland, and liver (Fig. 2a, b and Supplementary Fig. S6; Supplementary Table S1). Nonetheless, most cell types had detectable *Ripk1* by ISH, including renal tubular epithelium, pancreatic acinar cells, and hepatocytes (Fig. 2c and Supplementary Fig. S1). The strongest *Ripk1* labeling was in the small intestinal epithelium, thymus, and splenic white pulp (Figs. 1b, 2c, and Supplementary Fig. S1).

In the adrenal, RIPK1 expression was highest in the zona glomerulosa, whereas labeling was weaker in the medulla (Supplementary Fig. S6). In the brain, RIPK1 was detected in endothelial cells and the meninges, with weak labeling in the choroid plexus. Occasional glial and ependymal cells had labeling near the limits of detection (Supplementary Fig. S6). RIPK3 was also detected in endothelial cells in the brain, with the strongest signal in the choroid plexus endothelium (Supplementary Fig. S6). *Mlkl* was detected in the meninges and choroid plexus, with rare labeling in the neuroparenchyma or other nervous tissues (Supplementary Fig. S6; Supplementary Table S1). Other significant labeling of the neuroparenchyma, including labeling of neurons, was not evident (Supplementary Fig. S6; Supplementary Table S1).

In the testis, RIPK3 labeling was strongest in a basal cell population, presumably germ cells, in seminiferous tubules, whereas RIPK1 and *Mlkl* labeling was predominately in the interstitium (Supplementary Fig. S7a; Supplementary Table S1). Increased RIPK1 and RIPK3 labeling was associated with degenerate tubules (Supplementary Fig. S7b). RIPK1 and *Mlkl* were expressed throughout the ovary, whereas RIPK3 labeling was strong in vasculature, but heterogeneous in granulosa, thecal, and luteal cells (Supplementary Fig. S7a; Supplementary Table S1).

### Tissue expression patterns of ZBP1

ZBP1 expression was most prominent and consistent in interstitial cells, including Kupffer cells and macrophages in lymphoid tissues (Figs. 3, Supplementary Figs. S4, and S9; Supplementary Table S1). ZBP1 was detected in lymphocytes, particularly in splenic periarteriolar lymphoid sheaths and the lymph node paracortex. There was inconsistent labeling in lymphoid follicles, with weaker ZBP1 labeling in germinal centers (Fig. 3 and Supplementary Fig. S4; Supplementary Table S1). Endothelium had occasional labeling (Supplementary Fig. S4; Supplementary Table S1).

**Fig. 3:**
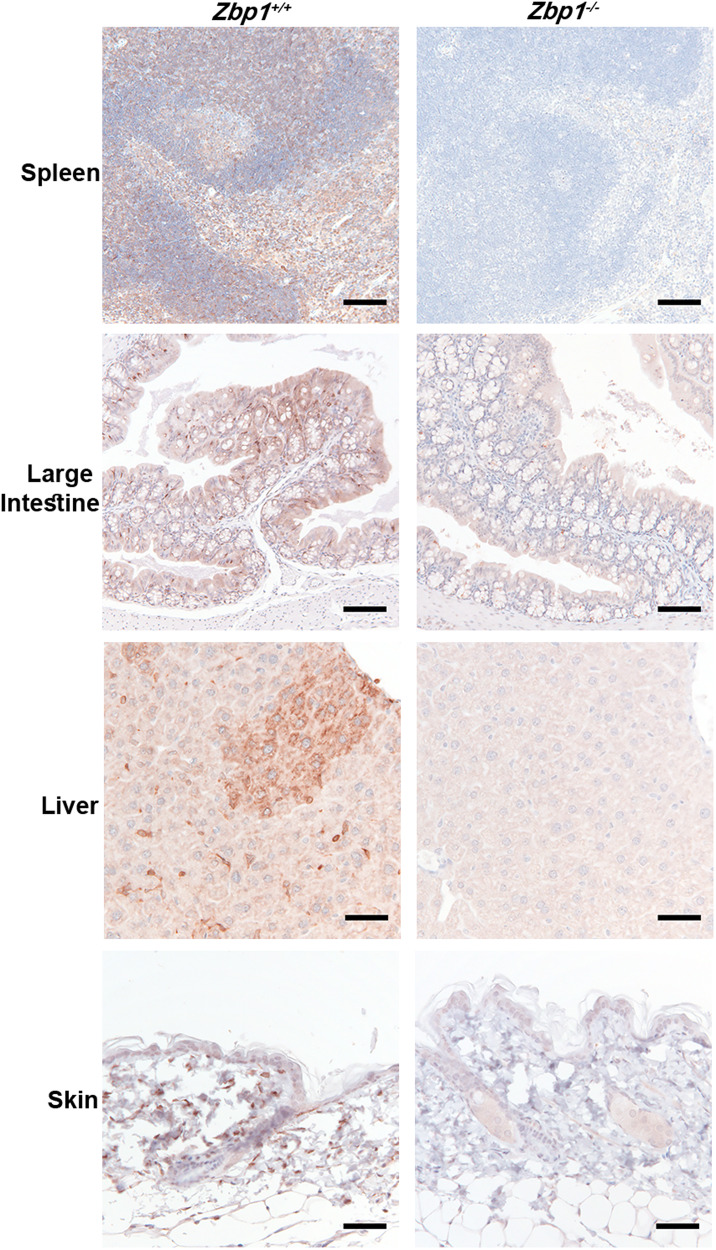
ZBP1 IHC in mouse tissues. ZBP1 IHC in mouse tissues. Scale bars, 100 μm (spleen, large intestine) or 50 µm (liver, skin). Results representative of 5 WT and 4 *Zbp1*^*−/−*^ mice.

Small intestinal epithelium had diffuse villous labeling, with reduced labeling in the upper crypts (Fig. 1e). Large intestinal labeling was heterogeneous in superficial enterocytes with stronger labeling in suspected intraepithelial lymphocytes (Fig. 3). Focal to segmental epithelial labeling was observed in the tongue, bronchioles, salivary ducts, conjunctiva, stomach, epididymis, and rare renal tubules. ZBP1 was largely undetected in the epidermis, urothelium of the bladder, pancreatic acinar cells, and adrenal epithelial cells (Fig. 3 and Supplementary Fig. S4; Supplementary Table S1). The liver contained multifocally increased hepatocyte labeling, suggesting regionally increased expression (Fig. 3). In the brain, ZBP1 was primarily detected in individual immune cells in the meninges and choroid plexus. Few vessels also had labeling, but neuronal labeling was not evident (Supplementary Fig. S4). In the uterus, ZBP1 was expressed in the endometrial epithelium and stroma. Individual cells expressed ZBP1 in the interstitium of the testis and ovary (Supplementary Fig. S4; Supplementary Table S1).

### Elevated expression of ZBP1 in *Casp8*^*−/−*^*Tnfr1*^*−/−*^ embryos

ZBP1-driven necroptosis contributes to the death of *Casp8*^*−/−*^ *Ripk1*^*−/−*^ mice at birth [14], and TNFR1 and ZBP1 contribute to ileitis and colitis in mice lacking caspase-8 in intestinal epithelial cells [26]. We investigated ZBP1 expression during mouse embryogenesis and its potential contribution to the embryonic lethality of *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ mice. Consistent with published results [19], TNFR1 deficiency permitted *Casp8*^*−/−*^ embryos to survive beyond E11. Four out of 5 *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos appeared grossly normal at E15.5, although aberrant yolk sac vasculature was observed in one embryo (Fig. 4a). At E16.5, all *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ fetal livers contained aggregates of macrophages and, in a subset (3 out of 5), there was evidence of increased cell death in the form of necrotic foci and karyorrhectic debris (Fig. 4b). Four out of 5 *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos also had skin lesions, with increased dermal leukocytes and/or subcutaneous edema (Fig. 4c). By E18.5, all *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos had died (Fig. 4d and Table 1).

**Fig. 4:**
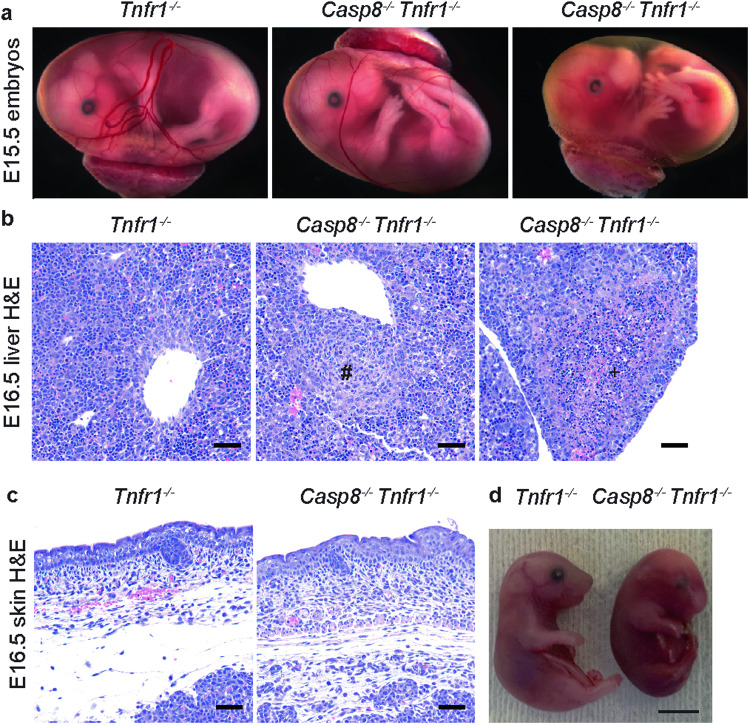
*Casp8*^*−/−*^*Tnfr1*^*−/−*^ embryos have skin and liver defects. **a** E15.5 embryos. *Casp8*^*−/−*^ *Tnfr1*^−/−^ embryos from 4 different litters appeared grossly normal (*n* = 4, middle panel) or lacked normal yolk sac vasculature (*n* = 1, right panel). A representative *Tnfr1*^*−/−*^ littermate is shown (*n* = 5; left panel). **b** E16.5 liver sections stained with hematoxylin and eosin (H&E). Scale bars, 50 μm. Myeloid aggregates (#) were observed in all *Casp8*^*−/−*^ *Tnfr1*^−/−^ embryos (*n* = 5). Foci of hepatocellular death (+) were observed in 3 out of 5 *Casp8*^*−/−*^ *Tnfr1*^−/−^ embryos. A representative section from a *Tnfr1*^*−/−*^ littermate (*n* = 3) is shown. **c** Representative H&E-stained skin sections from the E16.5 embryos in **b**. Scale bars, 50 μm. **d** E18.5 embryos. Results representative of 4 *Tnfr1*^*−/−*^ and 5 *Casp8*^*−/−*^ *Tnfr1*^−/−^ embryos.

**Table 1:** ZBP1 and TRIF contribute to embryonic lethality of *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ mice.

Age	Genetic background	*Casp8*^*+/+*^	*Casp8*^*+/-*^	*Casp8*^*−/−*^
E18.5	*Tnfr1*^*−/−*^	4	18	5 (all dead)
	*Tnfr1*^*−/−*^ *Trif*^*−/−*^	5	15	6
	*Tnfr1*^*−/−*^ *Zbp1*^*−/−*^	10	25	17
	*Trnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^	8	13	7
P0	*Tnfr1*^*−/−*^ *Trif*^*−/−*^	8	8	0
P4-7	*Tnfr1*^*−/−*^	21	45	0
	*Tnfr1*^*−/−*^ *Trif*^*−/−*^	61	137	0
	*Tnfr1*^*−/−*^ *Zbp1*^*−/−*^	88	156	9
	*Trnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^	65	94	41

Offspring numbers from intercrossing Casp8^+/-^ mice.

At E15.5, ZBP1 IHC labeled low numbers of cells throughout WT embryos (Fig. 5a, b). These ZBP1^+^ cells had round to stellate morphologies, and probably represented macrophage lineages. Foci of cells and occasional vessels in the placental labyrinth also expressed ZBP1 (Fig. 5c). *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos had more ZBP1^+^ cells than WT or *Tnfr1*^*−/−*^ embryos, with myeloid infiltrates in the liver and vessels being labeled (Fig. 5a, b, d). Myeloid aggregates in the *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ liver included F4/80^+^ macrophages (Fig. 5e). No ZBP1^+^ cells were detected in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ embryos or their placentas, confirming the specificity of the anti-ZBP1 antibody (Fig. 5a–d). Cells expressing RIPK1, RIPK3, or *Mlkl* were not markedly increased in E15.5 *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ skin (Supplementary Fig. S10a). Interestingly, expression of ZBP1 in *Casp8*^*−/−*^ *Mlkl*^*−/−*^ embryos was comparable to that in WT embryos. This result could indicate that necroptosis in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos amplified the number of ZBP1^+^ cells. However, we cannot exclude that TNFR1 signaling in *Casp8*^*−/−*^ embryos somehow restricts ZBP1 expression independent of necroptosis. Distinguishing between these two possibilities awaits the generation of *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Mlkl*^*−/−*^ mice.

**Fig. 5:**
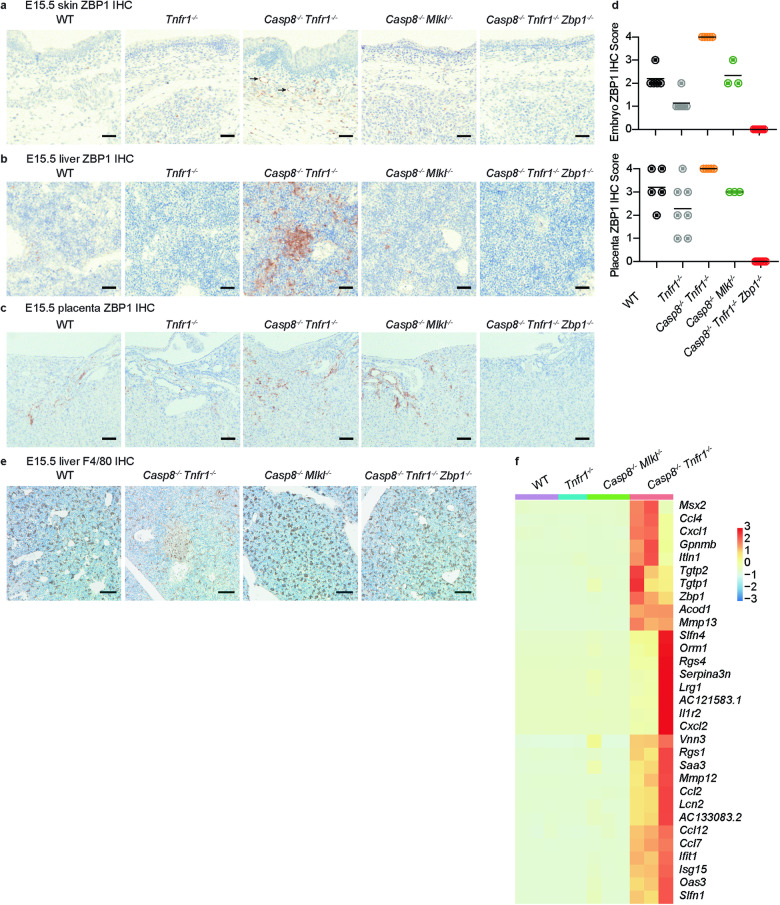
ZBP1 is expressed in myeloid cells and the vasculature of E15.5 *Casp8*^*−/−*^*Tnfr1*^*−/−*^ embryos. E15.5 skin (**a**), liver (**b**), and placenta (**c**) sections with ZBP1 immunolabeling (brown). Scale bars, 50 μm (**a**, **b**) or 100 μm (**c**). Images representative of WT (*n* = 5), *Tnfr1*^*−/−*^ (*n* = 7), *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ (*n* = 4), *Casp8*^*−/−*^ *Mlkl*^*−/−*^ (*n* = 3), and *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 7) embryos. Arrows highlight vascular labeling in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ skin. **d** ZBP1 IHC scores for the embryos in **a**–**c** and their placentas. Lines indicate the mean. See methods for scoring criteria. **e** E15.5 liver sections with immunolabeling of F4/80 (brown). Scale bars, 100 μm. Images representative of WT (*n* = 5), *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ (*n* = 5), *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 7), and *Casp8*^*−/−*^ *Mlkl*^*−/−*^ (*n* = 3) embryos. **f** Heatmap shows differentially expressed genes in E15.5 *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ fetal livers (*n* = 3) when compared with WT (*n* = 3), *Tnfr1*^*−/−*^ (*n* = 2), and *Casp8*^*−/−*^ *Mlkl*^*−/−*^ (*n* = 3) fetal livers.

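RNA from single E15.5 fetal livers was sequenced from 3 WT, 2 *Tnfr1*-/-, 3 *Casp8*-/- *Mlkl*-/- and 3 *Casp8*-/- *Tnfr1*-/- embryos, 11 livers in all. TNFR1 is a receptor for TNF, and MLKL is required for necroptosis, so *Casp8*-/- *Mlkl*-/- livers lack caspase-8 but also the last step of this cell death. The paper's methods name a stranded mRNA kit and a NovaSeq sequencer, whereas the labels of the samples name another TruSeq kit and a HiSeq sequencer, and the counts do not settle which was used. The authors aligned single-end reads to GRCm38 with GSNAP and deposited the number of reads on the exons of each Ensembl gene, without normalization, beside RPKM values that were used only to recover each library's read total. The counting tool, the release of the annotation and the use of strand are not named in the paper's text. Between 23129212 and 35819339 reads per liver were counted on genes, with a median of 24323310 in WT, 30305524 in *Tnfr1*-/-, 30390502 in *Casp8*-/- *Mlkl*-/- and 26778611 in *Casp8*-/- *Tnfr1*-/- livers. These reads were 76.5 to 83.4% of the totals behind the RPKM values. Counts were normalized by edgeR's TMM method, and levels are given as CPM, which are counts scaled to the normalized size of each library. The 17243 genes kept by edgeR's filterByExpr with a minimum count of 10 were tested in one quasi-likelihood fit of the 4 genotypes, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Its common biological coefficient of variation was 33.3%. The targeted genes were examined first. *Casp8* (chromosome 1, 58795374 to 58847503) measured 27.7 to 33.6 CPM in WT and 30.5 to 33.9 in *Tnfr1*-/- livers, 7.82 to 10.2 in *Casp8*-/- *Mlkl*-/- livers and 11.5 to 21.9 in *Casp8*-/- *Tnfr1*-/- livers, the highest of these in replicate 3. These 6 livers lie below the other 5, but reads on the gene remain in each, so its count over the whole gene does not by itself check the *Casp8* genotype. *Mlkl* (chromosome 8, 111311797 to 111338177) measured 0.730 to 1.22 CPM in *Casp8*-/- *Mlkl*-/- livers, 4.23 to 4.46 in WT livers and 3.68 to 4.38 in *Tnfr1*-/- livers. *Tnfrsf1a*, the gene for TNFR1 (chromosome 6, 125349362 to 125362484), measured 49.8 and 50.5 CPM in the *Tnfr1*-/- livers and 47.1 to 53.4 in WT livers. In *Casp8*-/- *Tnfr1*-/- livers its log2 fold change against WT was 1.91 (edgeR adjusted p = 0.0896, not called). That value was 0.59 without *Casp8*-/- *Tnfr1*-/- replicate 3 and 2.30 without replicate 2. The count of *Tnfrsf1a* over the whole gene therefore does not check the *Tnfr1* genotype. Across genes, Pearson's r of log2 CPM was at least 0.949 between any pair of the other 10 livers, but 0.840 to 0.891 between *Casp8*-/- *Tnfr1*-/- replicate 3 and each of them; genes are not independent replicates. That liver expressed *Xist* and next to no Y chromosome genes, whereas the other 10 livers expressed Y chromosome genes.

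**Figure D1:**
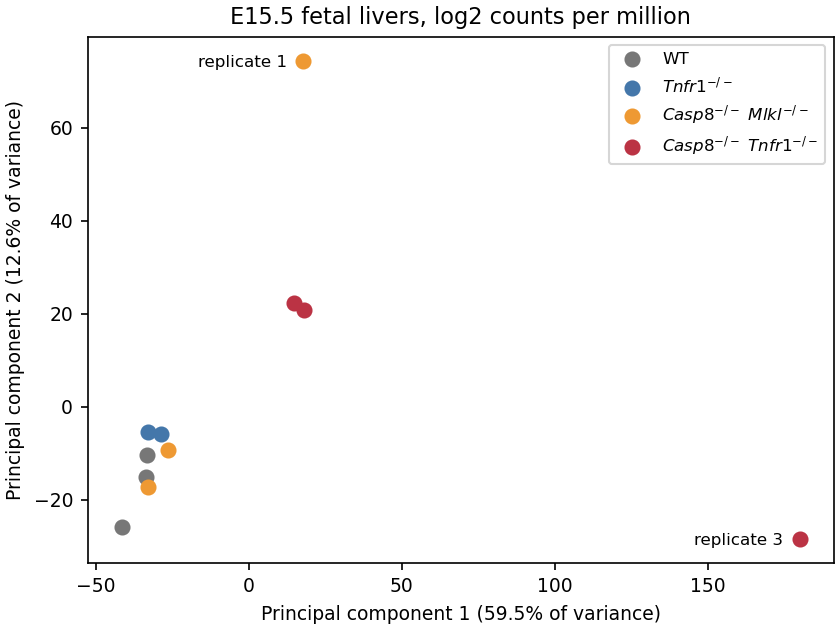
Principal components of log2 CPM of the 17243 tested genes, 1 point per liver, colored by genotype; the axes give the share of variance, 59.5% for component 1 and 12.6% for component 2. *Casp8*-/- *Tnfr1*-/- replicate 3 lies far from the other livers on component 1, and *Casp8*-/- *Mlkl*-/- replicate 1 lies apart on component 2.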

Given that *Zbp1* is an interferon-stimulated gene (ISG) [32], we used RNA sequencing to determine if other ISGs were elevated in E15.5 *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ fetal livers (Fig. 5f). Compared to WT, *Tnfr1*^*−/−*^, and *Casp8*^*−/−*^ *Mlkl*^*−/−*^ livers, *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ livers demonstrated significantly elevated expression of several genes, including the ISGs *Zbp1*, *Ifit1*, *Isg15*, *Oas3*, and *Slfn1* [33–35]. Therefore, *Zbp1* is not the only ISG that is upregulated in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos.

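Against WT livers, 879 genes were higher and 121 lower in *Casp8*-/- *Tnfr1*-/- livers. Against *Tnfr1*-/- livers, 353 were higher and 21 lower, and against *Casp8*-/- *Mlkl*-/- livers, 265 were higher and 20 lower. In all 3 comparisons, 224 genes were higher and 7 lower. The 3 comparisons share the *Casp8*-/- *Tnfr1*-/- livers and are not independent. In simulated data without any effect, the log2 fold changes against WT and *Casp8*-/- *Mlkl*-/- livers had a mean correlation of 0.503. The 20 simulated data sets gave at most 0 genes higher in all 3 comparisons. Without any effect few genes are called in a single comparison, so that count cannot show how much of the overlap comes from the shared livers. In 1282 genes, every *Casp8*-/- *Tnfr1*-/- liver was above all 8 control livers, and in 572 genes every one was below them, together 10.8% of tested genes where chance gives 1.21%. Among the alternatives set in advance, fitting only the 2 genotypes compared moved these counts most as a ratio, to 10 genes higher and 1 lower against *Casp8*-/- *Mlkl*-/- livers, and DESeq2's Wald test most in number, to 1775 higher and 589 lower against WT. The counts depended on single livers. Against WT, 256 genes were higher without WT replicate 3, and 436 were lower without *Casp8*-/- *Tnfr1*-/- replicate 3. Against *Casp8*-/- *Mlkl*-/- livers, 71 genes were higher without *Casp8*-/- *Mlkl*-/- replicate 2 and 516 without *Casp8*-/- *Mlkl*-/- replicate 1, and against *Tnfr1*-/- livers 755 were higher without *Casp8*-/- *Tnfr1*-/- replicate 3.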

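*Zbp1* (ENSMUSG00000027514, chromosome 2, 173206612 to 173218923), the gene for the necroptosis sensor, was counted 10 to 51 times in each control liver and 551 to 1172 times in each *Casp8*-/- *Tnfr1*-/- liver. Its level was 31.4 ± 4.32 CPM (SD, n = 3) in *Casp8*-/- *Tnfr1*-/- livers, 0.624 ± 0.210 (SD, n = 3) in WT, 0.738 ± 0.192 (SD, n = 2) in *Tnfr1*-/- and 1.43 ± 0.603 (SD, n = 3) in *Casp8*-/- *Mlkl*-/- livers. The log2 fold change was 5.64 against WT (standard error 0.392, adjusted p = 6.43e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.42 against *Tnfr1*-/- (0.460, 3.68e-04) and 4.47 against *Casp8*-/- *Mlkl*-/- livers (0.364, 4.46e-04). With each liver left out in turn, the last value stayed between 4.22 and 4.84. *Ifit1* (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009), which shares 7.14% of its 50-base stretches with other genes, mainly *Ifit1bl2*, measured 122 ± 53.6 CPM (SD, n = 3) in *Casp8*-/- *Tnfr1*-/- livers, 1.19 ± 0.268 (SD, n = 3) in WT, 1.45 ± 0.20 (SD, n = 2) in *Tnfr1*-/- and 5.42 ± 2.48 (SD, n = 3) in *Casp8*-/- *Mlkl*-/- livers. Its log2 fold change was 6.68 against WT (standard error 0.463, adjusted p = 6.43e-05, same test), 6.39 against *Tnfr1*-/- (0.546, 3.68e-04) and 4.50 against *Casp8*-/- *Mlkl*-/- livers (0.410, 8.96e-04). *Isg15* (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) measured 368 ± 175 CPM (SD, n = 3) in *Casp8*-/- *Tnfr1*-/- livers, 3.73 ± 1.09 (SD, n = 3) in WT, 3.24 ± 0.521 (SD, n = 2) in *Tnfr1*-/- and 20.8 ± 15.4 (SD, n = 3) in *Casp8*-/- *Mlkl*-/- livers, with log2 fold changes of 6.63, 6.83 and 4.15 against the 3 control genotypes in this order (edgeR adjusted p = 3.88e-04, 0.00198 and 0.00596). *Oas3* (ENSMUSG00000032661, chromosome 5, 120753098 to 120777661) and *Slfn1* (ENSMUSG00000078763, chromosome 11, 83116849 to 83122670) measured 127.5 ± 69.6 and 30.6 ± 16.8 CPM (SD, n = 3) in *Casp8*-/- *Tnfr1*-/- livers. In WT livers they measured 1.28 ± 0.503 and 0.915 ± 0.109 CPM (SD, n = 3), in *Tnfr1*-/- livers 1.10 ± 0.275 and 1.01 ± 0.345 (SD, n = 2), and in *Casp8*-/- *Mlkl*-/- livers 8.58 ± 8.45 and 2.52 ± 2.84 (SD, n = 3). Their log2 fold changes were 6.64 and 5.05 against WT (edgeR adjusted p = 0.00155 and 0.00650), 6.87 and 4.93 against *Tnfr1*-/- (0.00660 and 0.0273) and 3.90 and 3.61 against *Casp8*-/- *Mlkl*-/- livers (0.0243 and 0.0430). The last 2 calls depended on single livers. *Oas3* lost its call against *Casp8*-/- *Mlkl*-/- livers in 4 of the 11 fits that each left out a liver, with adjusted p up to 0.114, and *Slfn1* in 7, with adjusted p up to 0.154 (same test). Without *Casp8*-/- *Mlkl*-/- replicate 1, these log2 fold changes rose to 5.10 for both genes. *Slfn1* also lost its call against *Tnfr1*-/- without any 1 WT liver (adjusted p up to 0.0555) and against WT without WT replicate 3 (0.0501). When only the 2 genotypes compared were fitted, the adjusted p against *Casp8*-/- *Mlkl*-/- livers was 0.0559 for *Ifit1*, 0.106 for *Isg15*, 0.242 for *Oas3* and 0.32 for *Slfn1*, and against *Tnfr1*-/- it was 0.0806 for *Slfn1*. All 5 genes were higher in every *Casp8*-/- *Tnfr1*-/- liver than in all 8 control livers (exact two-sided permutation test on log2 CPM, p = 0.00606 for each, the smallest p that 3 livers against 8 allow). The paper chose the genes of Fig. 5f by their differences among these same livers. Neither this separation nor the adjusted p values above are independent of that choice.

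**Figure D2:**
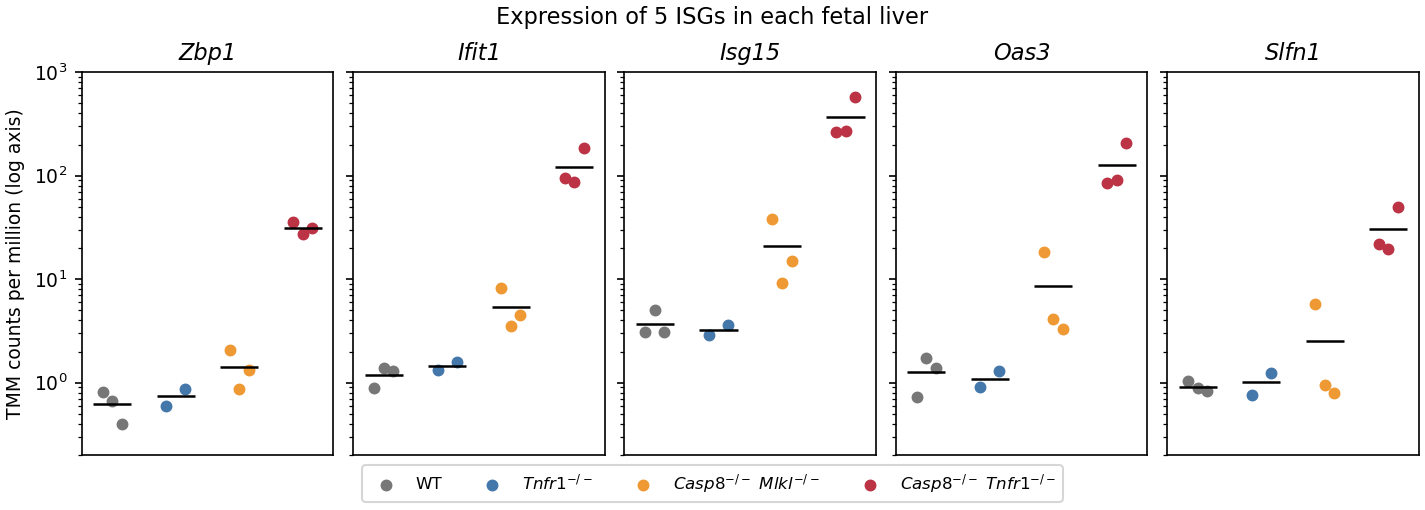
CPM of 5 ISGs on a log axis, 1 point per liver, colored by genotype; black lines mark the means. For *Zbp1*, the *Casp8*-/- *Tnfr1*-/- livers lie between 27.1 and 35.76 CPM, and the highest control liver is at 2.07.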

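To ask whether ISGs beyond the genes of Fig. 5f were elevated, a list of 74 other ISGs was fixed in advance, and 72 of them were among the genes tested. All 72 had a positive log2 fold change against each control genotype. The median log2 fold change was 2.86 against WT (quartiles 1.90 and 3.73), 2.76 against *Tnfr1*-/- (1.94 and 3.96) and 1.92 against *Casp8*-/- *Mlkl*-/- livers (1.21 and 2.57). Of the 72 genes, 67, 59 and 51 were called higher over all genes tested, and 69, 68 and 65 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list ranked above the other genes by limma's camera with a preset correlation of 0.01 (p = 3.78e-63, 9.63e-77 and 1.17e-65), and the 3 calls held under fry (p = 7.24e-07, 1.48e-06 and 1.00e-05) and with the correlation estimated from the data (p = 0.00269, 0.00154 and 0.00241). Leaving out *Casp8*-/- *Mlkl*-/- replicate 1 moved a median most, to 2.18 against *Casp8*-/- *Mlkl*-/- livers. In 61 of the 72 genes, every *Casp8*-/- *Tnfr1*-/- liver was above all 8 control livers. The mean log2 CPM of the list was 5.69 to 5.88 in the *Casp8*-/- *Tnfr1*-/- livers, 2.94 to 3.05 in WT, 2.90 and 3.02 in *Tnfr1*-/- and 3.62 to 4.39 in *Casp8*-/- *Mlkl*-/- livers. From the elevation of *Ifit1*, *Isg15*, *Oas3* and *Slfn1* beside *Zbp1* relative to the 3 control genotypes, the paper concludes that ISG induction in *Casp8*-/- *Tnfr1*-/- embryos extends beyond *Zbp1*.

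**Figure D3:**
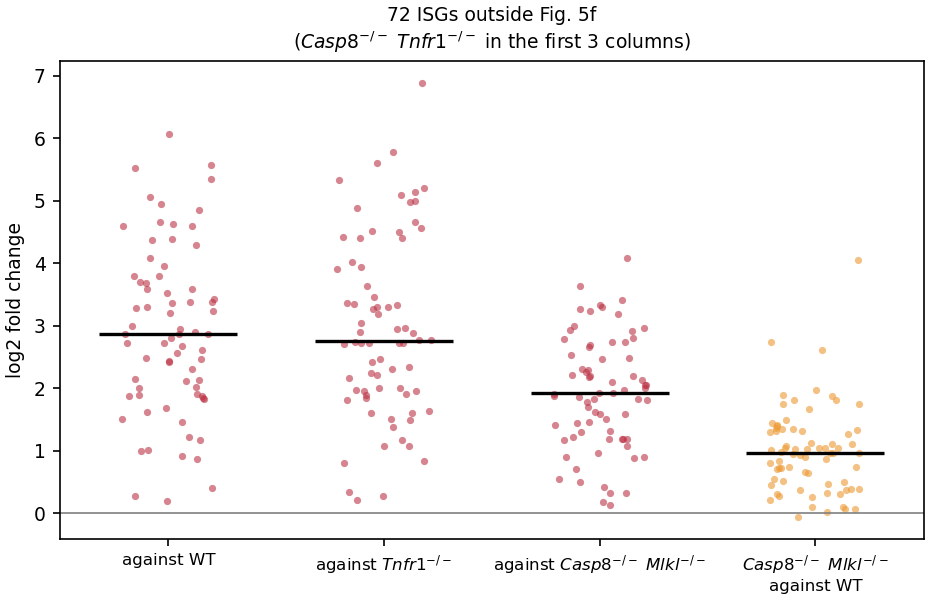
Log2 fold change of each of 72 ISGs outside Fig. 5f, 1 point per gene, for *Casp8*-/- *Tnfr1*-/- livers against WT, *Tnfr1*-/- and *Casp8*-/- *Mlkl*-/- livers and for *Casp8*-/- *Mlkl*-/- against WT livers; black lines mark the medians and the grey line is 0. The medians are 2.86, 2.76, 1.92 and 0.97, and the lowest gene of the first column is at 0.20.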

Next, we determined whether ZBP1 and/or TRIF caused lethality in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos. While *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ embryos were observed at the expected frequency at E18.5, they were often autolyzed and no *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ pups were found at birth (post-natal day 0 [P0]; Table 1). By contrast, rare *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ pups survived the perinatal period (4% identified between P4 and P7 versus the expected 25%) (Table 1). Thus, ZBP1 contributes to lethality in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos.

At E17.5, both *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ and *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ embryos had dermatitis that primarily affected the dorsal skin (Fig. 6a). Dermal cellular infiltrates expressed RIPK1, RIPK3, and *Mlkl* and contained phospho-RIPK3 T^231^, S^232^, a hallmark of necroptosis signaling [36] (Fig. 6a and Supplementary Fig. S10b). *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ embryos also had decreased hepatocellular vacuolation (loss of glycogen and/or lipid), suggestive of metabolic imbalance (Fig. 6b). TRIF nevertheless contributed to perinatal lethality in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ mice because most *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ pups survived the perinatal period (21% identified between P4 and P7 versus the expected 25%) (Table 1). Interestingly, E18.5 *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ embryos had a thickened epidermis and increased dermal cellularity when compared to *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ littermates (Fig. 6c). Skin lesions can be triggered by TRAIL-, FAS ligand- or TNF-induced keratinocyte cell death [37], so the skin phenotype of *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ embryos might reflect necroptosis induced by death receptors other than TNFR1.

**Fig. 6:**
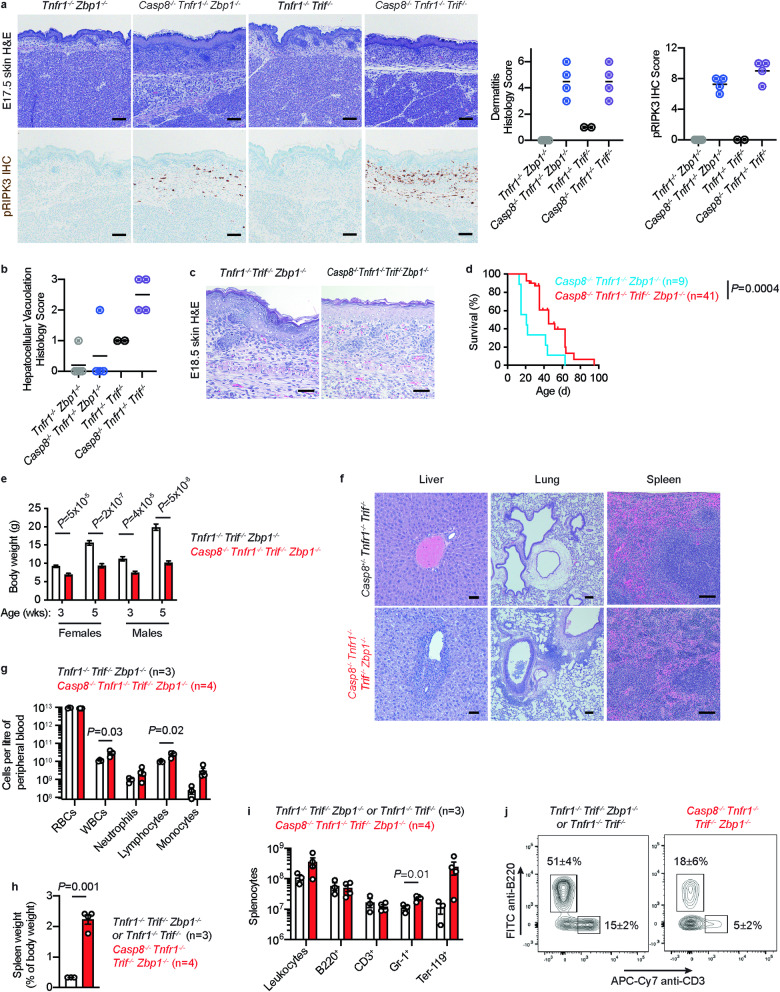
Combined loss of ZBP1 and TRIF delays lethality in *Casp8*^*−/−*^*Tnfr1*^*−/−*^ mice. **a** E17.5 skin sections stained with H&E or immunolabeled with phospho-RIPK3 T^231^, S^232^ (pRIPK3, brown). Scale bars, 100 μm. Graphs show dermatitis histology scores and pRIPK3 IHC scores for *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 5), *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 4), *Tnfr1*^*−/−*^ *Trif*^*−/−*^ (*n* = 2), and *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ (*n* = 4) embryos. Lines indicate the mean. **b** Hepatocellular vacuolation histology scores for the embryos in **a**. Lines indicate the mean. See methods for scoring criteria used in **a** and **b**. **c** Representative H&E-stained skin sections from E18.5 *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 3) and *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 3) embryos demonstrating epidermal thickening and increased dermal cellularity in the *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^embryo. Scale bar, 50 μm. **d** Kaplan–Meier curves of mouse survival. *P*-value determined by 2-sided log-rank test. **e** Body weights of *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ (red bars; females, *n* = 17 aged 3 weeks, *n* = 12 aged 5 weeks; males, *n* = 11 aged 3 wks, *n* = 10 aged 5 weeks) and *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ (white bars; females, *n* = 14 aged 3 weeks, *n* = 11 aged 5 weeks; males, *n* = 13 aged 3 wks, *n* = 11 aged 5 weeks) mice. Bars indicate the mean ± s.e.m. *P*-values determined by 2-sided student t-test with Welch’s correction. **f** Representative liver, lung, and spleen sections from male *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ mice (*n* = 3) with increased cellular infiltrates in the lung and liver and increased splenic hematopoiesis and male littermate controls (*Casp8*^*+/-*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^, *n* = 2 and *Casp8*^*+/-*^ *Tnfr1*^*−/−*^ *Trif*^*+/-*^ *Zbp1*^*+/-*^, *n* = 1) aged 9-10 weeks. Scale bars, 100 μm (lung, spleen) or 50 μm (liver). **g** Peripheral blood cell counts in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 4) and *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 4) mice aged 4 weeks. Bars indicate the mea*n* ± s.e.m. *P*-values are shown if *P* < 0.05 by 2-sided t-test with Welch’s correction. **h** Spleen weight as a percentage of body weight for mice aged 4-5 weeks. Red bars, *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ mice (*n* = 4; 1 male, 3 females). White bars, littermate *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ (*n* = 2; 1 male, 1 female) or *Tnfr1*^*−/−*^ *Trif*^*−/−*^ (*n* = 1, female) mice. Bars indicate the mean ± s.e.m. *P*-value determined by 2-sided student t-test with Welch’s correction. **i** Splenic leukocyte subsets for the mice in **h**. Bars indicate the mean ± s.e.m. *P*-values are shown if *P* < 0.05 by 2-sided t-test with Welch’s correction. **j** Representative spleen flow cytometry contour plots of the mice in **h**.

In contrast to *Casp8*^*−/−*^ *Ripk1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ mice, which largely survive to adulthood but then develop lymphadenopathy that is characteristic of caspase-8 deficiency [14], *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ pups exhibited stunted growth and were typically euthanized owing to ill health between 5 and 7 weeks of age (Fig. 6d, e). Inflammatory infiltrates were observed in most adult *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ tissues, including the lung, liver, and spleen (Fig. 6f). *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ peripheral blood also contained more white blood cells than *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ blood (Fig. 6g). Splenomegaly in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ mice (Fig. 6h) reflected extramedullary hematopoiesis rather than an accumulation of B220^+^CD3^+^ T cells (Fig. 6f, i, j), the latter underlying splenomegaly and lymphadenopathy in older *Casp8*^*−/−*^ *Ripk3*^*−/−*^ or *Casp8*^*−/−*^ *Mlkl*^*−/−*^ mice [22]. Collectively, these data point to *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ mice having an autoinflammatory phenotype, which we infer from the improved survival of *Casp8*^*−/−*^ *Ripk1*^*−/−*^ *Trif*^*−/−*^ *Zbp1*^*−/−*^ mice [14], is due to aberrant RIPK1-dependent necroptosis. Death receptors other than TNFR1 that can engage RIPK1-dependent necroptosis include DR3, FAS, and TRAIL [3, 38].

## Discussion

We show that RIPK1, RIPK3, and *Mlkl* are expressed in immune cells, endothelial cells, and a subset of epithelial cells. Epithelial expression was most pronounced in the small and large intestines, but was also present in other barrier epithelia. By contrast, expression of these molecules was either weak or below detection limits in non-mucosal epithelium including in the pancreas, kidney, liver, and nervous tissue. The expression of RIPK1, RIPK3, and *Mlkl* in immune and endothelial cells is consistent with experiments investigating lethality in *Casp8*^*−/−*^ and *Ripk1*^*−/−*^ mice. Vascular collapse and embryonic mortality owing to caspase-8 deficiency is prevented by loss of RIPK1, RIPK3, or MLKL [5, 6, 19–22, 24]. RIPK3 also drives necroptosis in hematopoietic cells lacking RIPK1 [39]. Our tissue atlas provides additional nuance to previous observations, such as the unique increase in expression of RIPK3 in germinal centers. *Ripk3*^*−/−*^ mice are viable [40] and the role of RIPK3 in germinal centers is unknown.

Epithelial expression of RIPK1, RIPK3, and *Mlkl* alludes to their role in innate immunity. Expression of all three is highest in the intestinal epithelium, which continuously interacts with microbiota. Other epithelial labeling was strongest in barrier tissues including the skin, uterus, tongue, and urinary bladder. By contrast, parenchymal organs such as the liver, kidney, and pancreas had limited epithelial expression, although low level expression of *Ripk1* in hepatocytes appears to limit TNF-induced apoptosis [41]. We failed to detect robust expression of RIPK1, RIPK3, or *Mlkl* in the neuroparenchyma of the brain, which is consistent with reports that neither RIPK3 nor MLKL can be detected in the mouse central nervous system by western blotting [42–44]. A previous study suggested RIPK3 expression in cultured mouse neurons using an immunofluorescence assay, but lacked *Ripk3*^*−/−*^ neurons as negative controls [45].

ZBP1 was expressed in immune cells with heterogeneous expression in epithelial cells. This heterogeneous labeling was particularly noted in the liver and tongue. The small intestine also had a distinct absence of labeling in the upper crypts, but strong expression in the base of crypts and villi. *Zbp1* is an ISG [32], so heterogeneous expression could indicate localized differences in interferon signaling. *Mlkl* can also be induced by interferon [19], but had a more consistent pattern of expression. Differences in the regulation of these genes requires further investigation. ZBP1 IHC revealed elevated numbers of ZBP1^+^ cells in *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos compared to WT or *Casp8*^*−/−*^ *Mlkl*^*−/−*^ embryos. The latter result suggests that necroptosis can induce ZBP1 expression and/or promote the expansion of ZBP1^+^ cells. ZBP1 contributed to the death of *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ embryos because loss of *Zbp1* prolonged their survival, and combined loss of *Zbp1* and *Trif* even more so. Whether ZBP1 uses its Zα domains to sense endogenous Z-form nucleic acids in this setting is unclear. TRIF contributed to the perinatal lethality of *Casp8*^*−/−*^ *Tnfr1*^*−/−*^ *Zbp1*^*−/−*^ mice, but whether TRIF is inducing necroptosis in the same cell types as ZBP1 is unclear. A suitable TRIF IHC assay has proven elusive to date, but *Trif* ISH may prove informative in the future.

## Materials and methods

### Mice

Studies complied with relevant ethics regulations and were approved by the Genentech institutional animal care and use committee. *Casp8*^*+/-*^ [29], *Mlkl*^*−/−*^ [31], *Ripk1*^*+/-*^ [29], *Ripk3*^*−/−*^ [29], *Ripk3*^*D161N/+*^ [29], *Tnfr1*^*−/−*^ [46], *Trif*^*−/−*^ [47], and *Zbp1*^−/−^ [14] mice were maintained on a C57BL/6 N genetic background. *Casp8*^*+/-*^, *Casp8*^*C362A/+*^, *Ripk1*^*+/-*^, *Ripk3*^*D161N/+*^, and *Zbp1*^−/−^ mice were generated using C57BL/6 N ES cells, whereas *Mlkl*^*−/−*^, *Ripk3*^*−/−*^, *Tnfr1*^*−/−*^, and *Trif*^*−/−*^ mice were backcrossed to C57BL/6 N for at least 11 generations. Embryos were designated E0.5 on the morning a vaginal plug was detected. Newborn mice were designated P0 on their day of birth.

### Histology

Formalin-fixed, paraffin-embedded (FFPE) 4-µm embryo sections were stained with hematoxylin and eosin (StatLab, McKinney, Texas), and evaluated blinded as to genotype. Skin was scored for epidermal hyperplasia (0, normal undulating epithelium with 1–3 cell thick stratum spinosum; 1, partial or complete loss of undulation with 3–4 cell thick stratum spinosum; 2, 5–6 cell thick spinosum; or 3, >6 cell thick spinosum), inflammatory infiltrates (0, within normal limits; 1, mildly increased cellularity without significant epidermal expansion; 2, increased dermal cellularity with < 2× dermal expansion; or 3, densely increased dermal cellularity with >2× dermal expansion), and brown adipose tissue atrophy (0, within normal limits; 1, focal area of brown adipose tissue loss; 2, multifocal atrophy of brown adipose tissue; or 3, locally extensive loss/atrophy of brown adipose tissue). Dermatitis scores were the sum of these three scores. Liver was scored for hepatocellular vacuolation (0, diffuse hepatocellular vacuolation; 1, vacuolation is mildly decreased, but present in most to all hepatocytes; 2, regional loss of hepatocellular vacuolation; or 3, diffuse loss of hepatocellular vacuolation).

### IHC and ISH

Adult mouse tissues were from mice aged 9–11 weeks. FFPE 4-µm sections were deparaffinized in xylenes and rehydrated through graded alcohols to distilled water. IHC labeling of pRIPK3 T^231^, S^232^ and F4/80 were described previously [48, 49]. pRIPK3 labeling in the skin, liver, lung, and intestines was scored blindly: (0) no labeling, (1) 1–10 individual positive cells/organ cross-section, (2) > 10 individual positive cells/organ cross-section, (3) individual and aggregates of labeled cells, or (4) extensive labeling. The final score was the sum of the individual tissue scores.

RIPK1, RIPK3, and ZBP1 IHC was performed with 3.5 µg/ml 10C7 rat anti-mouse RIPK1 (Genentech, South San Francisco, CA, USA), 2 µg/ml rabbit anti-RIPK3 polyclonal (Abcam, ab62344), 7.5 μg/ml 1G6 rat anti-RIPK3 (Genentech), and 7.5 µg/ml GN58.3 rat anti-mouse ZBP1 (Genentech). Full-length *Mlkl* and *Ripk1* ISH was performed with 20zz RNAscope probes targeting *Mlkl* base pairs 737–1699 or *Ripk1* base pairs 267–1218 (Advanced Cell Diagnostics [ACD], Newark, CA, USA), respectively. *Mlkl* exon 3 was detected using a 1zz Basescope probe targeting base pairs 816–864 (ACD). Full details of the IHC and ISH methods are provided in the Supplementary Materials.

ZBP1 labeling in embryos was scored as: (0) no labeling, (1) rare individual labeled cells, frequently difficult to identify, (2) individual labeled cells distributed throughout most tissues, (3) in addition to individual labeled cells, occasional distinct aggregates of immunolabeled cells (besides in the thymus), or (4) increased individual labeled cells and extensive immunolabeled infiltrates in the liver. Labeling in the placenta was scored as: (0) no labeling, (1) mild, multifocal labeling in the labyrinth characterized by few relatively small foci of labeled cells, (2) few, moderately sized labeled foci in the labyrinth, (3) moderate, multifocal labeled foci in the labyrinth, or (4) locally extensive labeling in the labyrinth.

### Flow cytometry

Splenocytes were labeled with APC-Cy7-anti-CD3 (557596), BV421-anti-Gr-1 (562709), FITC-anti-B220 (553088), and PE-Cy7-anti-TER-119 (557915) antibodies (BD Biosciences, San Jose, CA, USA) in 2% normal rat serum and 1 μg/ml 2.4G2 anti-CD16/CD32 (BD Biosciences, 553142). Dead cells that stained with 7-AAD (BD Biosciences), plus doublets, identified by their FSC-A versus FSC-W profiles, were excluded from analyses as described [50]. Data were acquired using a BD FACSCantoII (BD Biosciences) cytometer and BD FACSDiva 9.0. Data were analyzed with FlowJo 10.7.1.

### RNA sequencing

Total RNA isolated from E15.5 fetal livers was quantified with a Qubit RNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). Quality was assessed using RNA ScreenTape on TapeStation 4200 (Agilent). For sequencing library generation, the Truseq Stranded mRNA kit (Illumina, San Diego, CA, USA) was used with an input of 100–1000 nanograms of total RNA. Libraries were quantified with a Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) and the average library size was determined using D1000 ScreenTape on TapeStation 4200 (Agilent Technologies). Libraries were pooled and sequenced on NovaSeq 6000 (Illumina) to generate 30 million single-end 50-bp reads for each sample. Raw FASTQ reads were aligned to the mouse genome (GRCm38/mm10) using GSNAP (version 2013-11-10) [51] with parameters “-M 2 -n 10 -B 2 -i 1 -N 1 -w 200000 -E 1 --pairmax-rna=200000 --clip-overlap”. Differential expression analysis was performed on uniquely mapped reads with Limma [52]. Genes with log2 fold change >4 and adjusted *p*-value < 0.001 across all comparisons were included in the heatmap.

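Fig. 5f names 31 genes, of which 29 could be matched to an identifier in the counts and all 29 were tested; AC121583.1 and AC133083.2 could not be matched. With the stated limits of log2 fold change over 4 and adjusted p under 0.001 in all 3 comparisons, 7 genes passed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment): *Acod1*, *Ccl2*, *Gpnmb*, *Ifit1*, *Mmp12*, *Mmp13* and *Zbp1*. All 7 are genes of Fig. 5f. The limit on the fold change alone was passed by 22 of the 29 genes in all 3 comparisons, or by 21 when genes at the floor of 3 counts are set to their lower bounds (*Itln1* has bounds of 2.32, 2.46 and 2.37), and the limit on adjusted p alone by 7. At an adjusted p under 0.05, 29 genes were higher against WT, 21 against *Tnfr1*-/-, 21 against *Casp8*-/- *Mlkl*-/- livers and 19 in all 3 comparisons. The fitted log2 fold changes of the 29 genes ranged from 3.97 to 9.46 against WT, from 4.14 to 9.35 against *Tnfr1*-/- and from 2.23 to 8.81 against *Casp8*-/- *Mlkl*-/- livers, with medians of 6.63, 6.68 and 4.51. A control genotype with at most 3 counts in every liver gives only a lower bound, which applied to 5, 9 and 3 of the genes; with these at their bounds the medians were 6.39, 6.39 and 4.47, and the values ranged from 2.32 to 7.82, from 2.46 to 8.22 and from 2.23 to 7.97. *Mmp12*, for example, was at least 298-fold higher than in *Tnfr1*-/- livers, and its log2 fold change was 7.47 against WT and 7.97 against *Casp8*-/- *Mlkl*-/- livers. The lowest fitted value, 2.23, belonged to *Vnn3* against *Casp8*-/- *Mlkl*-/- livers (edgeR adjusted p = 0.323), and rose to 5.09 without *Casp8*-/- *Mlkl*-/- replicate 1. In 28 of the 29 genes every *Casp8*-/- *Tnfr1*-/- liver was above all 8 control livers, the exception being *Serpina3n*. The genes were chosen by the paper from these same livers, so this separation is not independent support. Of the 29 genes, 7 share at least 5% of their 50-base stretches with other genes, so that uniquely mapped reads miss part of them: *Cxcl2* (5.84%), *Ifit1* (7.14%), *Orm1* (20.4%), *Serpina3n* (6.90%), *Slfn4* (11.3%), *Tgtp1* (81.2%) and *Tgtp2* (86.6%). Without any 1 of the WT livers, or without *Casp8*-/- *Mlkl*-/- replicate 2 or 3, 0 genes passed both limits, and 10 passed without *Casp8*-/- *Tnfr1*-/- replicate 3; 2 passed without *Casp8*-/- *Tnfr1*-/- replicate 1 and 4 without *Casp8*-/- *Tnfr1*-/- replicate 2. DESeq2's Wald test moved the count most upward among the alternatives set in advance, to 21 genes.

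**Figure D4:**
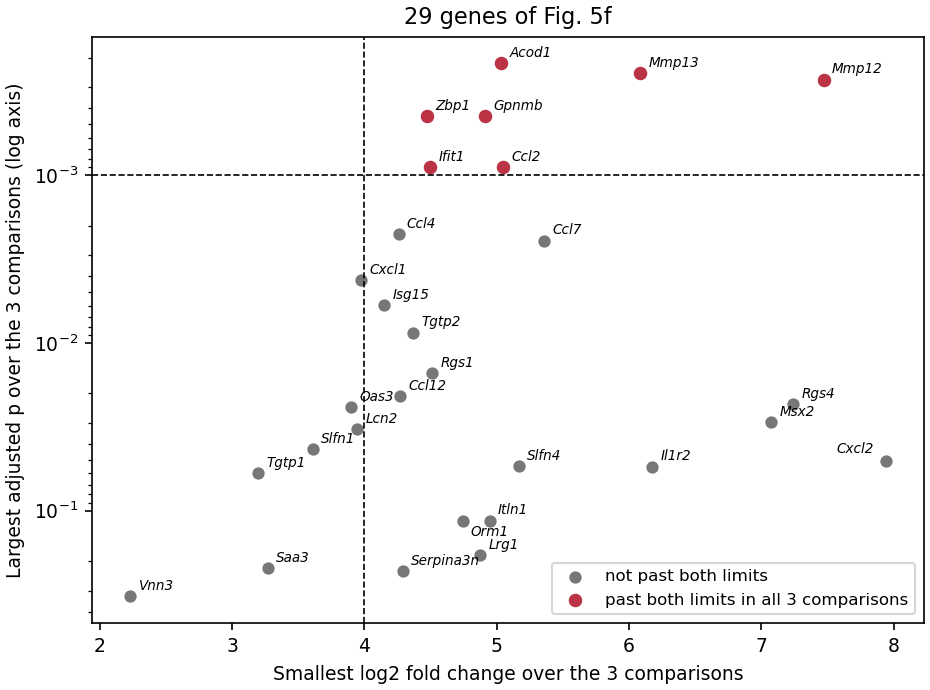
Smallest log2 fold change against largest adjusted p (log axis, inverted) over the 3 comparisons, 1 point per gene of Fig. 5f; dashed lines mark 4 and 0.001. The 7 genes in red pass both limits in all 3 comparisons.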

### Western blots

Tissue lysates were prepared in 20 mM Tris.HCl pH 7.5, 135 mM NaCl, 1.5 mM MgCl_2_, 1 mM EGTA, 1% Triton X-100, 10% glycerol, and 2× Halt protease inhibitor cocktail (Thermo Fisher Scientific, Waltham, MA, USA). GN58.3 anti-mouse ZBP1 (Genentech) was raised against ZBP1 residues A2-I153. Protein loading was assessed by detecting GAPDH (8884, Cell Signaling Technology).

### Statistics

No sample size calculations were performed. There was no method of randomization. No samples or animals were excluded from analyses. Statistics were calculated using Prism 9.1.2.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary Figures

Supplementary Methods

Table S1

Reporting Summary

## Data Availability

Mice and antibody reagents generated by Genentech are available under a material transfer agreement with Genentech. RNAseq data has been deposited to GEO (accession # GSE254754).

# Supplementary material for: ZBP1 and TRIF trigger lethal necroptosis in mice lacking caspase-8 and TNFR1
**Source:** Cell Death Differ. 2024 Mar 28;31(5):672–82. doi: 10.1038/s41418-024-01286-6
**Supplement:** Supplementary file 1 — Supplementary Figures

## Supplementary Figures

### ZBP1 and TRIF trigger lethal necroptosis in mice lacking caspase-8 and TNFR1

Solon et al.

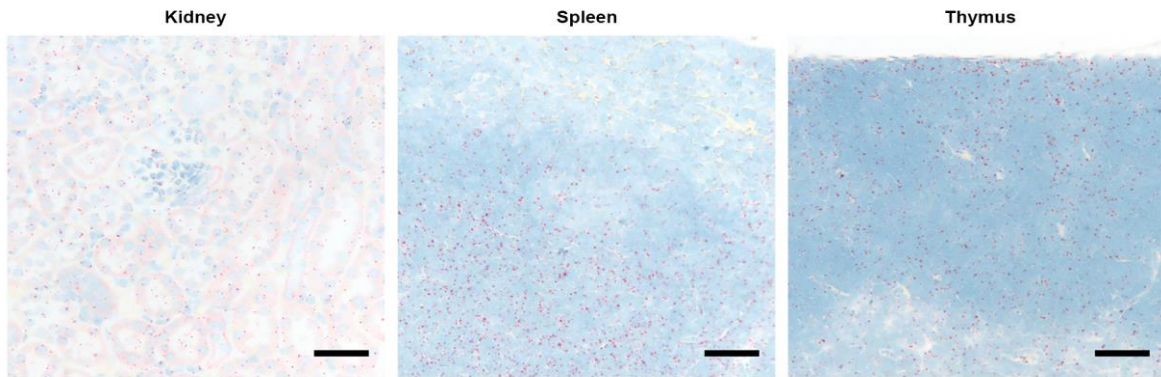

**Figure S1.** *Ripk1* ISH in WT kidney, spleen, and thymus. Scale bars, 50  $\mu$ m. Results representative of 5 WT mice.

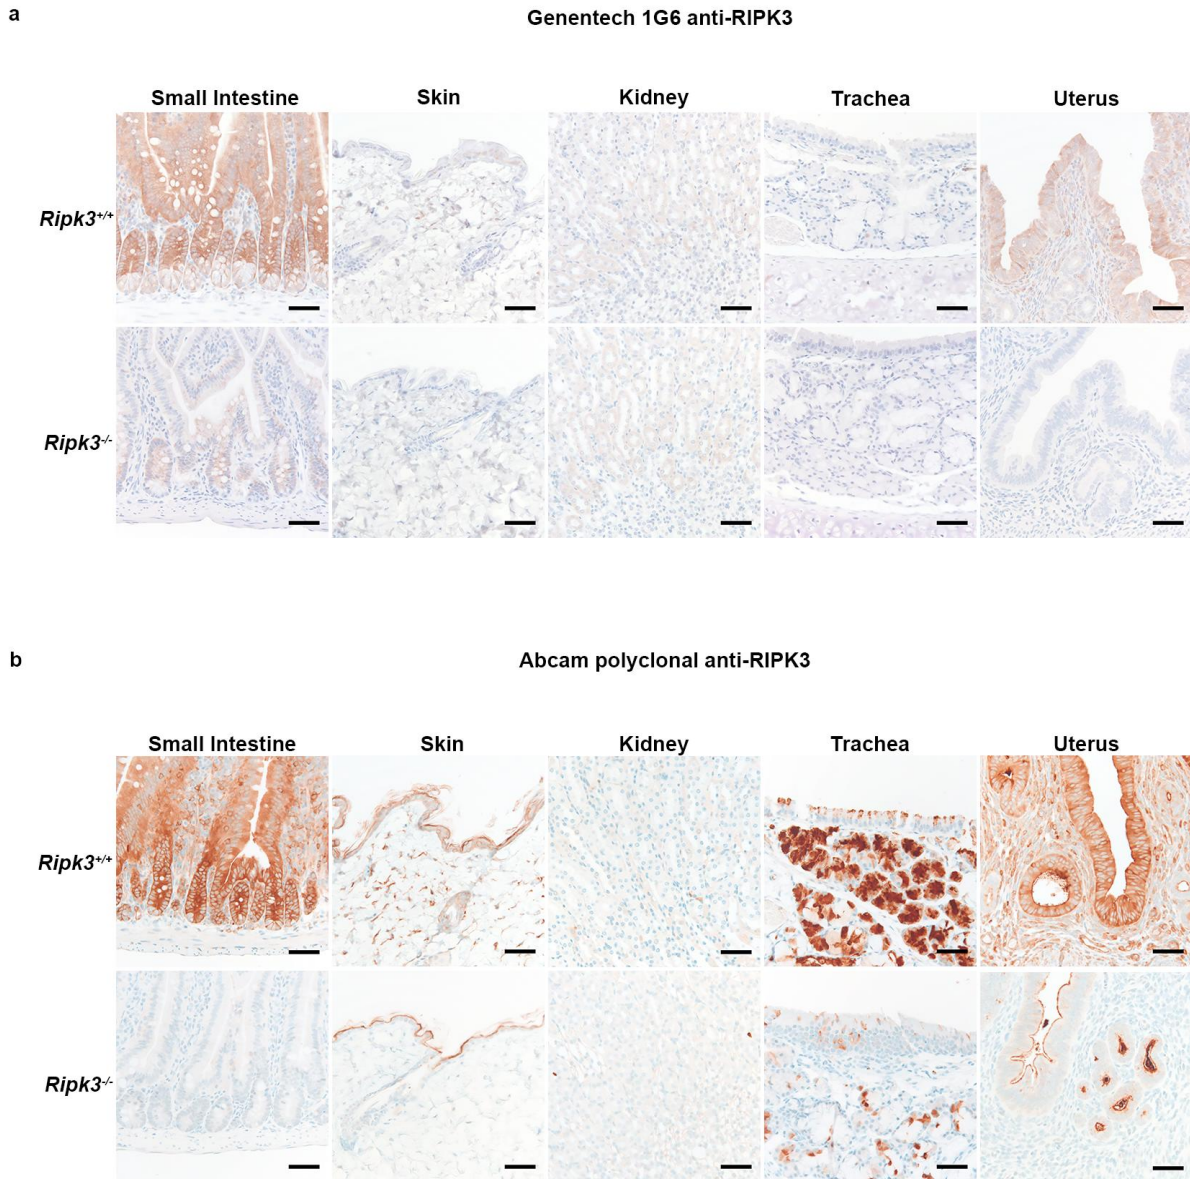

**Figure S2.** RIPK3 IHC validation with Abcam polyclonal and Genentech 1G6 anti-RIPK3 antibodies.

- (a) RIPK3 IHC in the small intestine, skin, kidney, trachea, and uterus of WT and *Ripk3*<sup>-/-</sup> mice using the Genentech 1G6 anti-RIPK3 antibody. Scale bars, 50  $\mu$ m. Results are representative of 5 WT and 3 *Ripk3*<sup>-/-</sup> small intestine, skin, kidneys, and trachea and 2 WT and 1 *Ripk3*<sup>-/-</sup> uterus.
- (b) RIPK3 IHC in the small intestine, skin, kidney, trachea, and uterus of WT and *Ripk3*<sup>-/-</sup> mice using a polyclonal anti-RIPK3 antibody. Scale bars, 50  $\mu$ m. Results representative of 5 WT and 3 *Ripk3*<sup>-/-</sup> small intestines, skin, and kidneys; 3 WT and 3 *Ripk3*<sup>-/-</sup> trachea; and 2 WT and 1 *Ripk3*<sup>-/-</sup> uterus.

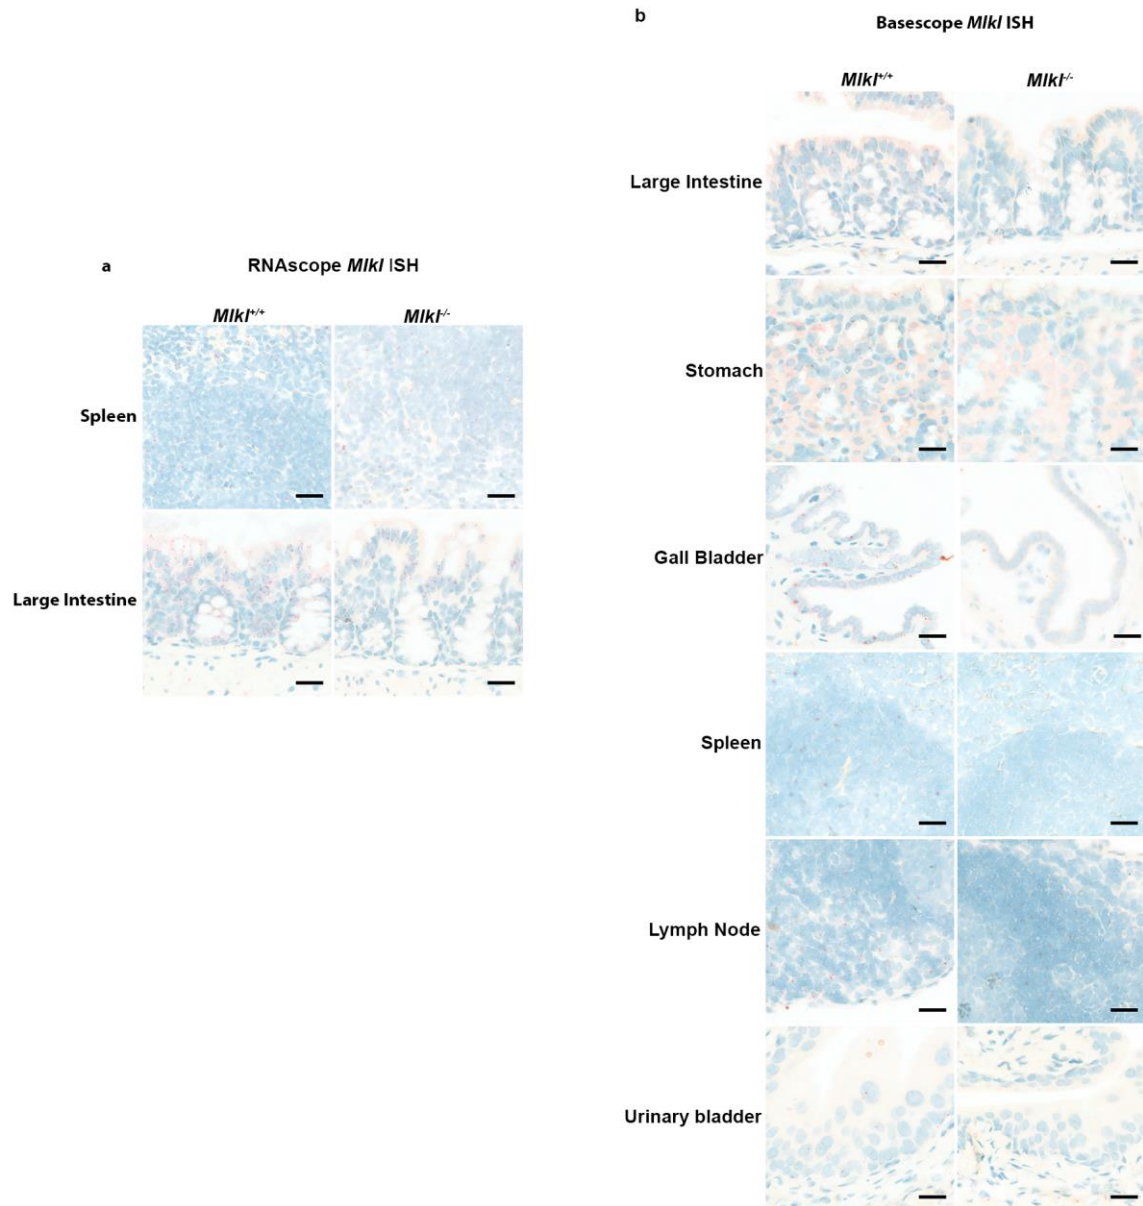

**Figure S3.** *Mikl* ISH in WT and *Mikl*<sup>-/-</sup> mouse tissues.

- (a) *Mikl* ISH in WT and *Mikl*<sup>-/-</sup> spleen and large intestine using RNAscope probes. Partial transcripts are detected in the *Mikl*<sup>-/-</sup> tissues. Scale bars, 25 μm. Results representative of 1 mouse per genotype.
- (b) *Mikl* ISH in WT and *Mikl*<sup>-/-</sup> mouse tissues using Basescope probes that target exon 3. Scale bars, 25 μm. Results representative of 3 WT and 3 *Mikl*<sup>-/-</sup> large intestine, stomach, and lymph node; 2 WT and 2 *Mikl*<sup>-/-</sup> gall bladder and spleen; and 2 WT and 1 *Mikl*<sup>-/-</sup> urinary bladder.

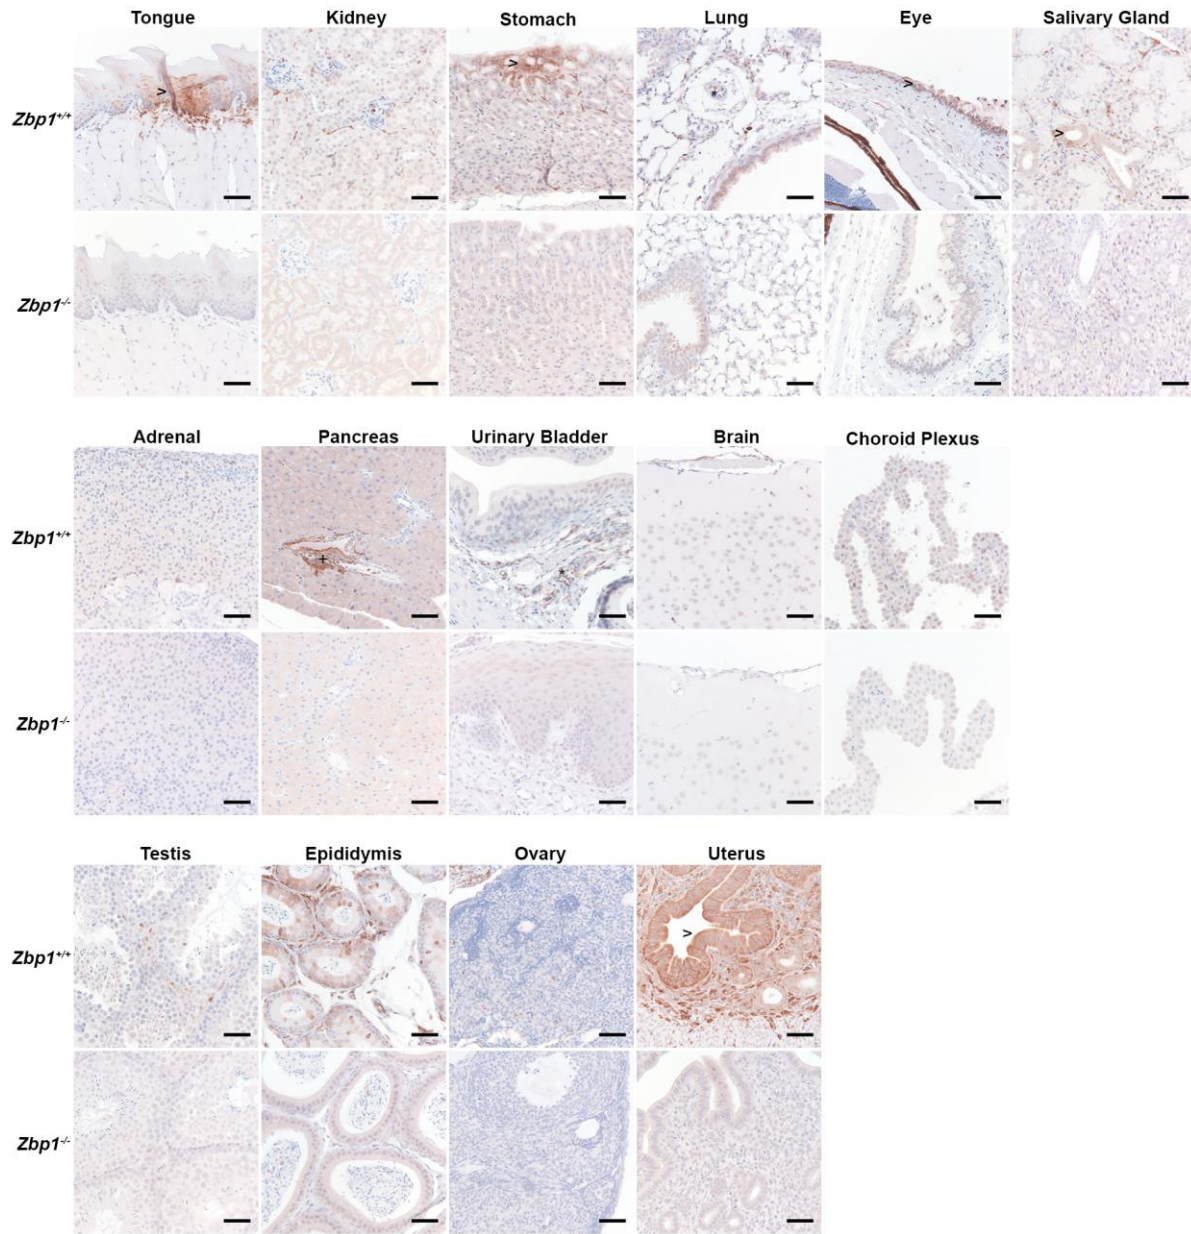

**Figure S4.** ZBP1 IHC in WT and *Zbp1*<sup>-/-</sup> mouse tissues. Scale bars, 50  $\mu$ m. Results representative of 5 WT and 4 *Zbp1*<sup>-/-</sup> mice for the tongue, kidney, stomach, lung, eye, salivary gland, adrenal, pancreas, urinary bladder, and brain/ choroid plexus; 3 WT and 2 *Zbp1*<sup>-/-</sup> testis and epididymis; and 2 WT and 2 *Zbp1*<sup>-/-</sup> ovary and uterus. \*, denote endothelial labeling; >, highlights epithelial labeling; and +, highlights immune cell labeling.

a

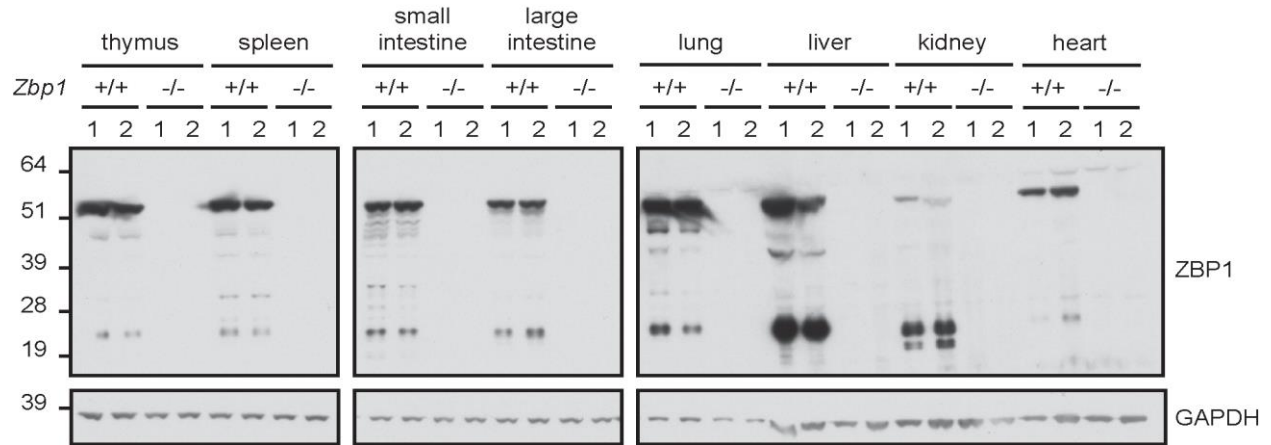

b

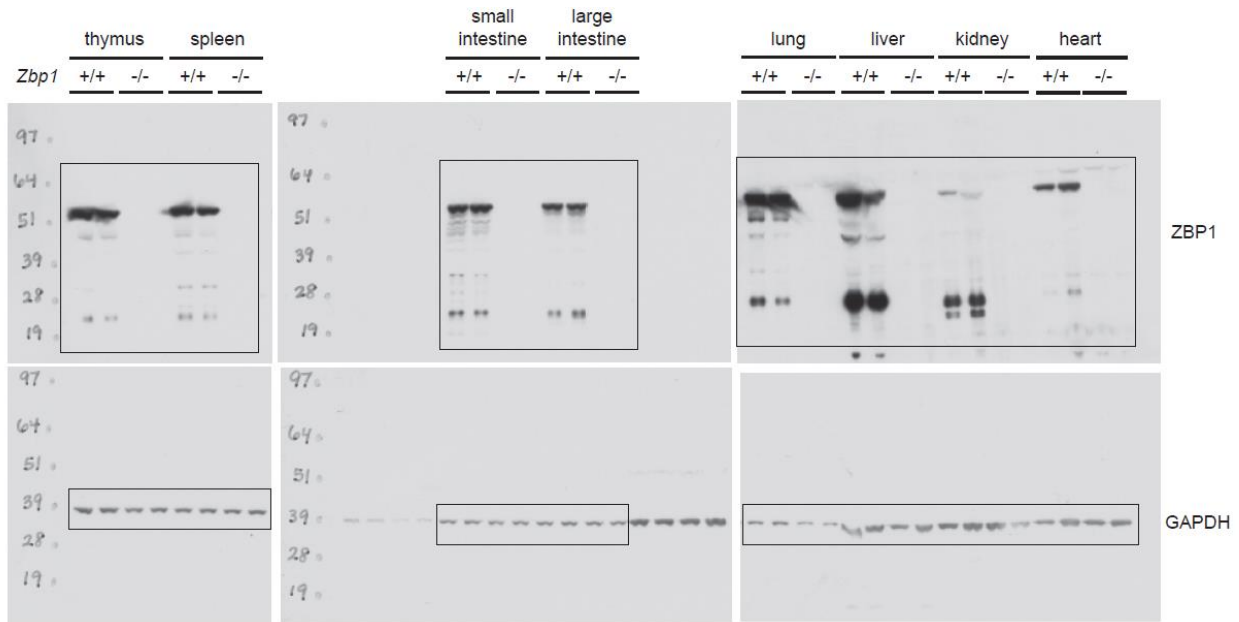

ZBP1 WBs stripped and then reprobed for GAPDH

**Figure S5.** ZBP1 western blots of WT and *Zbp1*<sup>-/-</sup> mouse tissues. (a) cropped and (b) uncropped images of the blots.

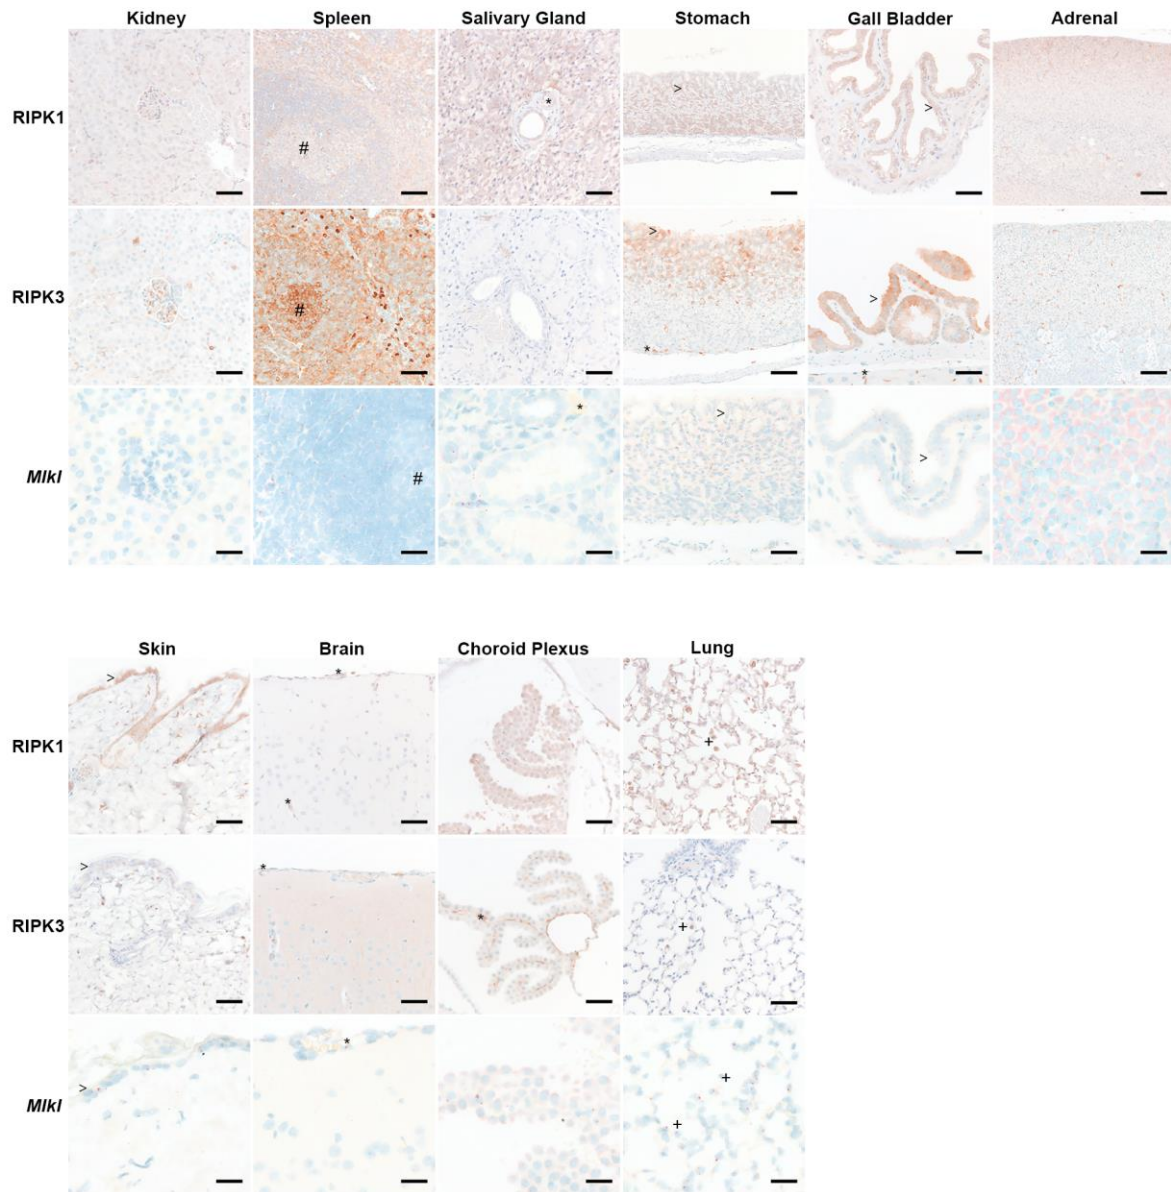

**Figure S6.** RIPK1 and RIPK3 IHC, and *Mkl1* ISH in WT mouse tissues. Scale bars, 100  $\mu$ m (RIPK1 and RIPK3: stomach and adrenal), 50  $\mu$ m (RIPK1 and RIPK3: kidney, spleen, salivary gland, gall bladder, skin, brain, choroid plexus, and lung; *Mkl1*: stomach), or 25  $\mu$ m (*Mkl1*: kidney, spleen, salivary gland, gall bladder, adrenal, skin, brain, choroid plexus, and lung). Results representative of 5 WT kidney, spleen, salivary gland, stomach, adrenal, skin, and lung and 3 WT gall bladder. \*, denote endothelial labeling; #, denote germinal centers; >, highlights epithelial labeling; and +, highlights immune cell labeling.

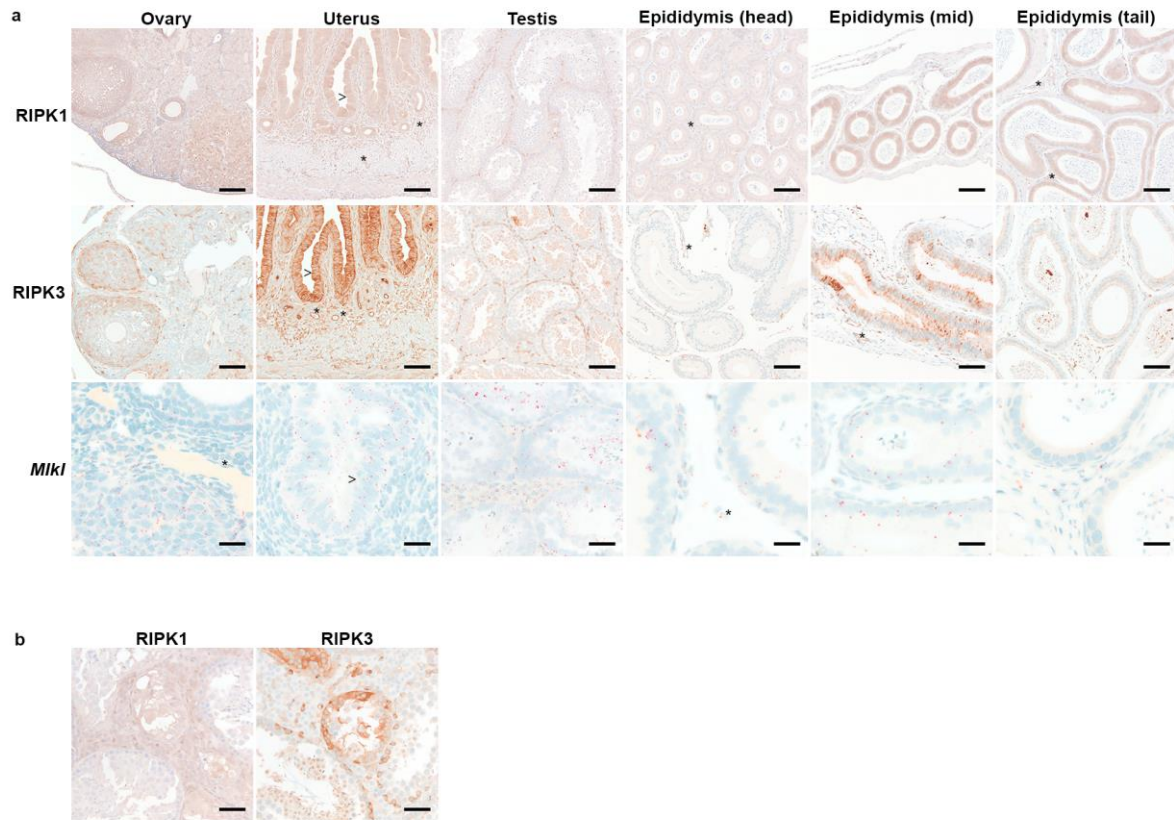

**Figure S7.** RIPK1 and RIPK3 IHC, and *Mkl1* ISH in WT mouse tissues.

- (a) RIPK1 and RIPK3 IHC, and *Mkl1* ISH in WT reproductive organs. Scale bars, 100  $\mu\text{m}$  (RIPK1 and RIPK3) or 25  $\mu\text{m}$  (*Mkl1*). Results are representative of 3 WT testis and epididymis and 2 WT ovary and uterus. \*, denote endothelial labeling and >, highlights epithelial labeling.
- (b) RIPK1 and RIPK3 IHC in WT testis demonstrating increased labeling associated with degenerate tubules. Scale bars, 50  $\mu\text{m}$ . Results representative of 3 WT testis.

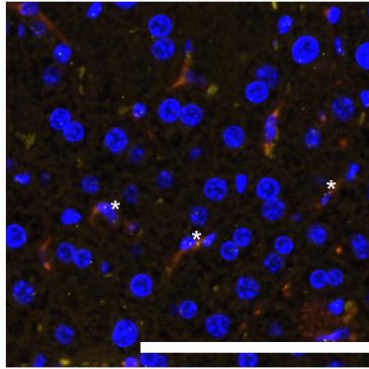

**Figure S8.** *Mkl1* ISH (yellow spots) and CD68 immunofluorescence (red) in a WT liver (N = 1). *Mkl1* and CD68 labeling co-localizes in Kupffer cells (\*). Scale bar, 100  $\mu$ m. Note there is erythrocyte autofluorescence present in yellow as well.

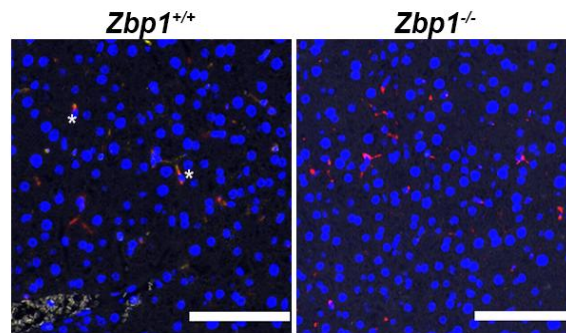

**Figure S9.** ZBP1 (yellow) and CD68 (red) dual immunofluorescence in WT (N = 1) and *Zbp1*<sup>-/-</sup> (N = 1) livers. ZBP1 and CD68 co-localize in Kupffer cells of the WT liver, but no ZBP1 labeling is present in the *Zbp1*<sup>-/-</sup> liver. Scale bars, 100  $\mu$ m.

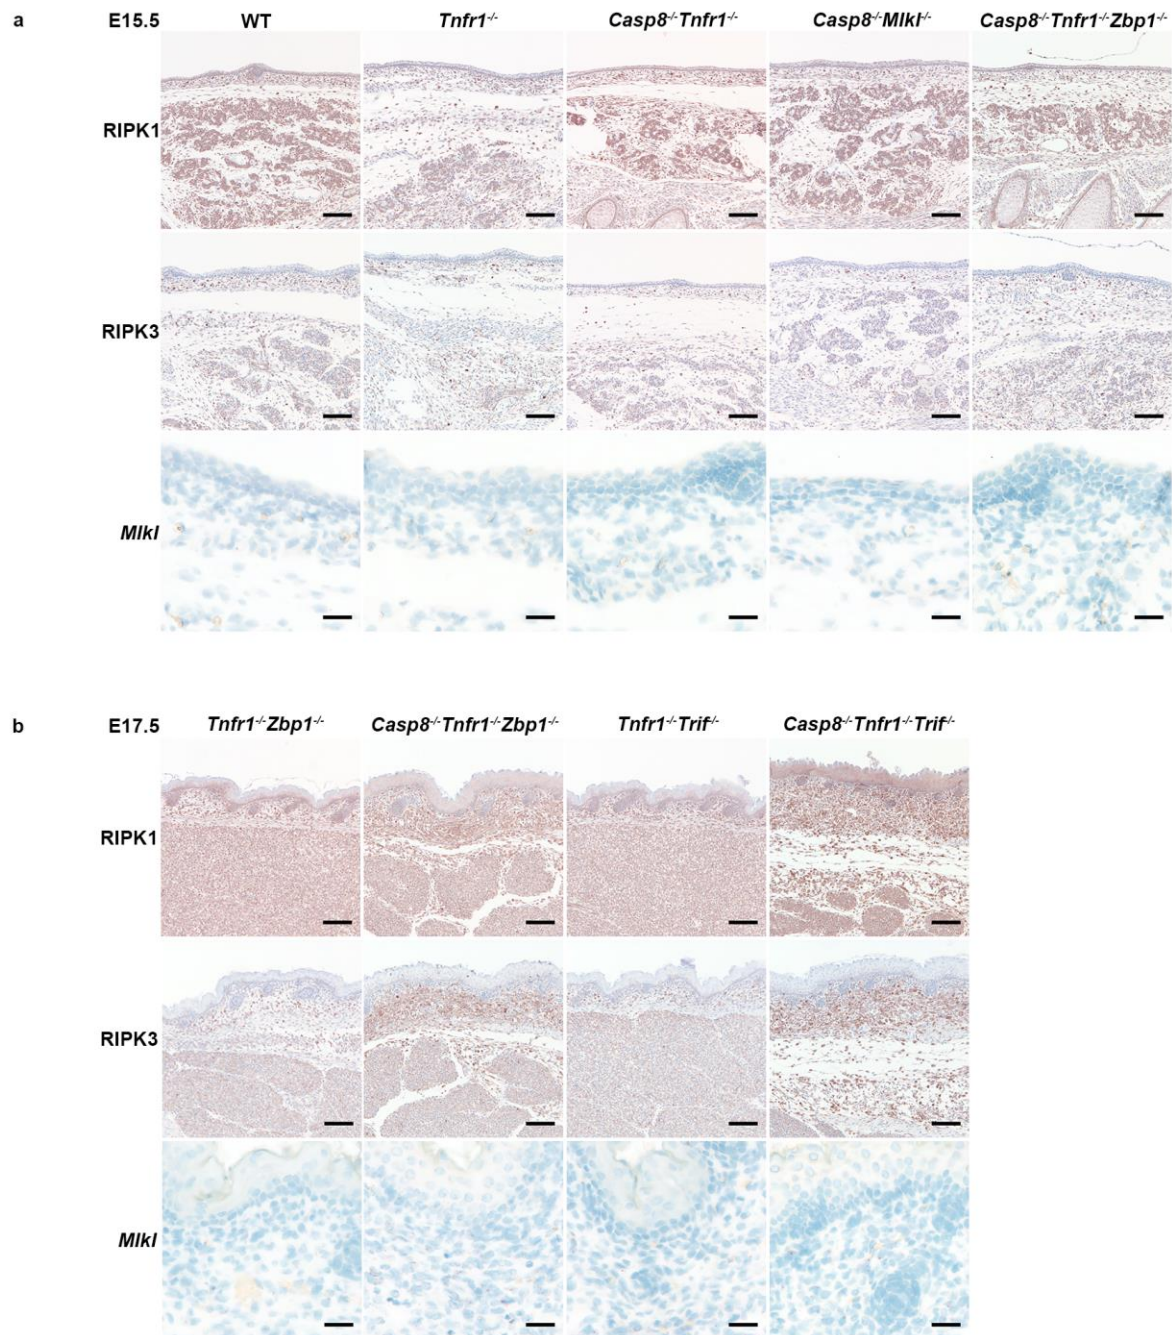

**Figure S10.** RIPK1 and RIPK3 IHC, and *Mkl* ISH in mouse embryonic skin.

- (a) E15.5 embryos. RIPK1, RIPK3, and *Mkl* labeling is not strikingly different between genotypes at this age. Scale bars, 100 μm (RIPK1 and RIPK3) or 25 μm (*Mkl*). Results representative of 3 embryos per genotype.
- (b) E17.5 embryos. Dermal inflammation in *Casp8*<sup>-/-</sup>*Tnfr1*<sup>-/-</sup>*Zbp1*<sup>-/-</sup> and *Casp8*<sup>-/-</sup>*Tnfr1*<sup>-/-</sup>*Trif*<sup>-/-</sup> embryos is associated with expansion of the dermis by RIPK1, RIPK3, and *Mkl* expressing cells. Increased RIPK1 labeling is also apparent in the hyperplastic

epidermis. Scale bars, 100  $\mu\text{m}$  (RIPK1 and RIPK3) or 25  $\mu\text{m}$  (*Mkl1*). Results representative of 3 *Tnfr1*<sup>-/-</sup>*Zbp1*<sup>-/-</sup>, *Casp8*<sup>-/-</sup>*Tnfr1*<sup>-/-</sup>*Zbp1*<sup>-/-</sup>, and *Casp*<sup>-/-</sup>*Tnfr1*<sup>-/-</sup>*Trif*<sup>-/-</sup> embryos and 2 *Tnfr1*<sup>-/-</sup>*Trif*<sup>-/-</sup> embryos.

# Supplementary material for: ZBP1 and TRIF trigger lethal necroptosis in mice lacking caspase-8 and TNFR1
**Source:** Cell Death Differ. 2024 Mar 28;31(5):672–82. doi: 10.1038/s41418-024-01286-6
**Supplement:** Supplementary file 2 — Supplementary Methods

## Supplementary Materials and Methods

### ZBP1 and TRIF trigger lethal necroptosis in mice lacking caspase-8 and TNFR1

Solon et al.

#### IHC

For RIPK1 IHC, sections were placed in Target retrieval solution, citrate pH 6 (Agilent, Santa Clara, CA, USA) for 20 min at 99°C, and then 3% hydrogen peroxide in PBS for 4 min at room temperature (RT). Labeling was with 3.5 µg/ml 10C7 rat anti-mouse RIPK1 (Genentech, South San Francisco, CA, USA) in Tris-NaCl blocking buffer (Perkin Elmer, Shelton, CT, USA) for 1 h at RT, followed by rabbit anti-rat IgG (H+L) (Vector Labs, Newark, CA, USA) for 30 min, and PowerVision Poly-HRP anti-rabbit (Leica Biosystems, Deer Park, IL, USA) for 30 min. Sections were developed in metal-enhanced diaminobenzidine (DAB; Thermo Scientific, Rockford, IL, USA) and counterstained with hematoxylin.

For ZBP1 IHC, sections were placed in EDTA pH 8 retrieval solution (Abcam, Waltham, MA, USA; ab93680) for 20 min at 99°C, and 3% hydrogen peroxide in PBS for 4 min at RT. Endogenous biotin was blocked using the Biotin blocking kit following manufacturer's recommendations (ScyTek Laboratories, Logan, UT) followed by PBS containing 10% normal donkey serum and 3% BSA. Labeling was with 7.5 µg/ml GN58.3 rat anti-mouse ZBP1 (Genentech) in PBS containing 10% normal donkey serum and 3% BSA for 1 h at RT, and then biotinylated donkey anti-rat (Jackson ImmunoResearch, West Grove, PA, USA) for 30 min, followed by ABC-HRP (Vector Labs) for 30 min with DAB and hematoxylin counterstain.

Labeling with the rabbit anti-RIPK3 polyclonal (Abcam) was performed on the Ventana Discovery Ultra autostainer. Sections were treated with Cell Conditioning 1 solution for 64 min at 97°C and labeled with 2 µg/ml polyclonal antibody in Ventana antibody diluent with casein (Roche Tissue Diagnostics) for 1 h at 37°C, followed by Ventana Omnimap anti-rabbit HRP for 16 min. Ventana DAB and Hematoxylin II were used for detection and counterstain. Alternatively, sections were treated with Target retrieval solution, citrate pH 6 for 20 min at 99°C, and then 3% hydrogen peroxide in PBS. Endogenous biotin was blocked using the Biotin blocking kit (ScyTek Laboratories) and then PBS containing 3% BSA and 10% rabbit serum. Labeling was with 7.5 µg/ml 1G6 rat anti-RIPK3 (Genentech) in PBS containing 3% BSA and 10% rabbit serum for 1 h at RT, followed by 30 min with biotinylated rabbit anti-rat antibody (Jackson ImmunoResearch), and 30 min in ABC-HRP with DAB and hematoxylin counterstain.

#### ISH

20zz probes targeting *Mkl1* base pairs 737-1699 or *Ripk1* base pairs 267-1218 (Advanced Cell Diagnostics [ACD], Newark, CA, USA) were applied on the BondRx platform (Leica Biosystems) autostainer. Standard LSx RNAScope Red detection procedures using RNAScope 2.5 LSx Reagent Kit-RED included a 45 min AMP5 time, and pretreatment with ER2 at 95°C for 15 min followed by ACD enzyme for 15 min. Basescope ISH for *Mkl1* exon 3 used a 1zz probe targeting base pairs 816-864 (ACD). Standard LS Basescope Red detection procedures using BaseScope LS Reagent and BOND Polymer Refine Red Detection plus Hematoxylin included an AMP7 time

of 30 min, and pretreatment with ER2 at 95°C for 15 min, followed by ACD enzyme for 15 min. Controls included *Ppib* and *Dapb* probes.

### **CD68 and ZBP1 dual immunofluorescence**

Immunofluorescence for CD68 and ZBP1 was performed on 4 µm thick FFPE sections of mouse liver on the Ventana Discovery Ultra (Roche Tissue Diagnostics, Tucson, AZ, USA) autostainer. Sections were pretreated with Cell Conditioning 1 (Roche) for 64 minutes at 97°C followed by peroxidase blocking using Discovery Inhibitor (Roche) for 8 min. Sections were incubated with anti-CD68 rabbit polyclonal antibody (Abcam, Waltham, MA) at 0.5 µg/ml in 3% BSA/PBS for 32 min at RT. Sections then were incubated with Ventana Omnimap Anti-Rabbit HRP for 16 min followed by Discovery Cy5 for 12 min. Elution was performed using CC2 retrieval for 8 min at 100°C. Sections were then incubated with anti-ZBP1 rat monoclonal antibody (Clone 58.3; Genentech, South San Francisco, CA, USA) at 7.5 µg/ml in 3% BSA/PBS for 60 min at RT. Sections were incubated in rabbit anti-rat (Vector Labs, Newark, CA) at 5 µg/ml in 3% BSA/PBS for 32 minutes followed by Ventana Omnimap Anti-Rabbit HRP for 16 min. Sections were then incubated with Discovery Rhodamine 6G for 12 min followed by counterstain with DAPI (Invitrogen, Waltham, MA) and coverslipped. Isotype control antibodies were used to confirm specificity.

### ***Mkl* fluorescent ISH and CD68 immunofluorescence**

All ISH and immunofluorescence steps were carried out on the BondRx platform (Leica Biosystems, Deer Park, IL, USA) autostainer. In situ hybridization for *Mkl* was performed on 4 µm thick FFPE mouse liver using a 20zz probe targeting base pairs 737-1699 (Advanced Cell Diagnostics, Newark, CA, USA). ISH incubation times and steps were performed following the standard RNAScope 2.5 LS Assay- Red detection system procedures up to AMP4. After AMP4, sections were incubated with Opal 570 (Akoya, Menlo Park, CA) at 1:1000 for 30 min. Sections were incubated with 3% hydrogen peroxide in PBS followed by anti-CD68 rabbit polyclonal antibody (Abcam, Waltham, MA) at 0.5 µg/mL in 3% BSA/PBS for 60 min at RT. Sections were then incubated in goat anti-rabbit HRP (Revvity, Waltham, MA) at 1:1000 in 3% BSA/PBS for 30 min followed by Opal 690 at 1:1000 for 30 min. Sections were counterstained with DAPI (Invitrogen, Waltham, MA) and coverslipped.

How the deposited data were processed for this re-analysis (not part of the article)

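Each sample was the RNA of a single fetal liver at E15.5, from 3 WT, 2 *Tnfr1*-/-, 3 *Casp8*-/- *Mlkl*-/- and 3 *Casp8*-/- *Tnfr1*-/- embryos. The authors aligned the reads to GRCm38 with GSNAP, used uniquely mapped reads for differential expression with limma, and deposited a table per liver. The counts in its first column are, as the authors deposited them, raw numbers of uniquely mapped reads on the exons of each gene, without normalization. The width column, which the authors deposited beside it, is a length in bases that is the same for a gene in every liver. The RPKM values, as the authors deposited them, divide the count by this width and by a read total per liver, which was recovered from the values and lies between 27742265 and 45570169; it exceeds the sum of the counts in every liver. RPKM values were used only for this check. The tables were not altered otherwise.

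The tables list 52636 genes, of which 52403 are in GENCODE release M 21 for GRCm38, which gave names and positions. At least 1 count was found in 29478 genes. Library totals lie between 23129212 and 35819339 reads, with a median of 25733946. Floors of 3 counts and other limits on counts cover counting error only, since reads without molecular identifiers are not independent molecules. Chi-square statistics of all pairs of livers, at least 6.31 per degree of freedom, showed that no 2 livers are the same library.

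Genes were kept by filterByExpr with a minimum count of 10, which left 17243. Counts were normalized by TMM, with factors of 0.758 for *Casp8*-/- *Tnfr1*-/- replicate 3, 0.812 for *Casp8*-/- *Mlkl*-/- replicate 1 and between 1.01 and 1.09 for the others. The 10 most abundant genes took 22.5% and 24.0% of the counts in these 2 livers and 11.7 to 15.2% in the others. The 4 genotypes were fitted together by edgeR's quasi-likelihood method (glmQLFit and glmQLFTest) with genotype as the only factor, since groups of 2 and 3 livers share an estimate of the spread (prior degrees of freedom 2.92). The comparisons were *Casp8*-/- *Tnfr1*-/- against each control genotype, the control genotypes against each other, and *Casp8*-/- *Tnfr1*-/- against all 8 control livers taken as a group. Adjusted p values are by Benjamini-Hochberg, over all genes tested unless said otherwise, with a threshold of 0.05. Log2 CPM used a prior count of 2. Single genes were also compared by an exact two-sided permutation test of log2 CPM, 3 livers against 8, over 165 splits; 3 livers against 3 cannot go below p = 0.1.

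Genes named in the text follow a rule written before the data were examined: every gene of Fig. 5f, every gene of a list of necroptosis pathway and macrophage genes that the paper names and of a list of interferon genes, up to 5 genes outside Fig. 5f past the limits of the heatmap, the 5 genes lower in all 3 comparisons with the largest falls, and the 3 genes with the smallest p in each comparison among control genotypes. Outside this rule, *Xist* is named from the list of sex chromosome genes and *Ifit1bl2* only for the sequence it shares with *Ifit1*; *Acta1*, *S100a9*, *Mpo*, *Clec4f* and 4 genes past the limits of the heatmap with quality weights were named after their values were seen. The lists written at the same time were ISGs outside Fig. 5f, macrophage, neutrophil, erythroid, hepatocyte and endothelial markers, pathway genes, interferon genes, sex chromosome genes and hemoglobin genes; the sex list was used to read the sex of each liver, and the hemoglobin list only to recompute library sizes. A list of 20 striated muscle genes was written after other muscle genes had been seen in 1 liver and before its own values were looked at. Lists were tested by limma's camera with a preset correlation of 0.01, by fry and by camera with an estimated correlation; the p values of the 5 cell type lists were adjusted by Benjamini-Hochberg within a comparison.

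Alternatives set at the same time were DESeq2's size factors in edgeR, hemoglobin genes left out of library sizes, DESeq2's Wald test, limma-voom, no filter on low counts, a mean of at least 10 counts, only the 2 genotypes compared in the fit, the replicate number added to the model, each liver left out in turn, a log2 fold change over 2 or an adjusted p under 0.05 for the limits of the heatmap, both other list tests, and the ISG list without genes that respond to IFN-gamma. Quality weights per library in limma-voom and robust estimation in edgeR were added after the values had been seen. Other splits of the livers were all taken for 3 against 3, 100 were drawn for 3 against 8, and all 56 were taken that join 3 of the other livers to the *Casp8*-/- *Tnfr1*-/- livers. Reads shared between genes were measured as the share of a gene's 50-base stretches found in other genes. Trends with GC content and gene length were removed by loess.

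The methods were tested on simulated data of 17243 genes with 200 changed genes. edgeR recovered 157 of them (78.5%), with 11 of its 168 calls on unchanged genes (6.55%). edgeR with robust estimation recovered 156, limma-voom 154, limma-voom with quality weights 154 and DESeq2 173, the last with 66 of 239 calls on unchanged genes (27.6%). A raised list of 72 genes gave a median log2 fold change of 1.01, and 1% of 200 unchanged lists had a camera p under 0.05. The simulated genes were drawn independently of each other, whereas the correlation estimated for the ISG list was 0.319. That share of unchanged lists therefore does not test camera on genes that vary together. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9. Alignment and counting were not repeated, since raw reads were not used here, and experiments of the paper other than this sequencing were not analysed here.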

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

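The tests of single livers, of macrophage and neutrophil shares, of a mixture with a male embryo, and of library size, sex chromosomes and GC content or length for *Casp8*-/- *Tnfr1*-/- replicate 3 were chosen only after the results were seen. *Acta1*, *S100a9* and *Mpo* were singled out after their values were seen, and *Xist* comes from the list of sex chromosome genes, outside the rule for named genes.

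*Casp8*-/- *Tnfr1*-/- replicate 3 stood far from the other livers. It expressed *Xist* at 3409 CPM, where the other 10 livers had at most 0.570, and held 1 count of Y chromosome genes, where they had 4091 to 7911, so this embryo was female and the others male; the paper does not report the sex of the livers. Its Y chromosome genes summed to 0.0284% of the mean of the others, which argues against a mixture with a male embryo. Its highest correlation with another liver was 0.892 with libraries thinned to 1 total, 0.888 without the 100 most abundant genes, 0.892 without chromosomes X and Y and 0.892 with the trend with GC content and length removed, whereas the lowest correlation among the others was 0.948 to 0.951 in these tests. Library size, a few abundant genes, sex chromosome genes and GC content or length therefore do not account for the whole of its distance. Of the genes called against WT, 3.10% lie on chromosome X or Y, against 3.69% of tested genes. Effects of sex on other chromosomes and a difference in how far the phenotype had advanced stay open and were not tested.

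The same liver expressed *Acta1*, a striated muscle actin, at 534 CPM, where the other 10 livers had at most 6.07. A candidate explanation is adjacent striated muscle in the sample. Of 20 muscle genes not looked at before, 20 were higher in this liver than in every other, where chance gives 1.82; the genes are not independent of each other. They summed to 897 CPM, against at most 45.0 CPM in another liver, and 4 of the 20 had a median over 1 CPM in the other livers. How much of this liver's distance the muscle transcripts account for was not tested.

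*Mlkl*, which the paper does not report in this experiment, was higher in *Casp8*-/- *Tnfr1*-/- than in WT livers (17.5 ± 6.19 against 4.32 ± 0.121 CPM, SD, n = 3 each). The log2 fold change was 2.02 (standard error 0.276, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00328), and every *Casp8*-/- *Tnfr1*-/- liver was above all 8 control livers. Of these controls only the WT and *Tnfr1*-/- livers test the rise, since *Mlkl* is the targeted gene in *Casp8*-/- *Mlkl*-/- livers. Without replicate 3 the log2 fold change against WT was 1.70, and over all alternatives it stayed between 1.70 and 2.19 with adjusted p between 1.36e-09 and 0.0275, which argues against replicate 3 alone. *Mlkl* shares 0% of its 50-base stretches with other genes, which argues against reads shared between paralogs. A change in the cells of the liver and a response to interferon stay open and were not tested for this gene.

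Neutrophil markers were higher in *Casp8*-/- *Tnfr1*-/- than in WT livers, with a median log2 fold change of 2.96 (20 of 20 genes higher, 11 called over all genes tested and 13 adjusted over the list alone). The Benjamini-Hochberg adjusted p over the 5 cell type lists was 1.07e-08 by camera and 0.00659 by fry, but 0.247 with an estimated correlation. In *Casp8*-/- *Tnfr1*-/- livers the most abundant markers were *S100a9* at 3308 ± 2741 CPM against 286 ± 53.4 in WT and *Lcn2* at 1856 ± 1209 against 63.2 ± 14.6 (SD, n = 3 each), whereas *Mpo*, the most abundant in WT livers, at 515 ± 407 against 394 ± 78.6 CPM, had a log2 fold change of 0.39. All 20 genes passed the count filter over these livers, and *Lcn2* is also a gene of Fig. 5f. Without replicate 3 the median was 2.36, which argues against that liver alone, and with the trend with GC content and length removed it was 2.81, where the largest median of 10000 random lists was 0.81. In the same comparison the macrophage list moved by -0.20 (limma's camera, adjusted p = 0.450), erythroid by -0.25 (0.00144, not under fry), hepatocyte by -0.00033 (0.808) and endothelial by 0.40 (0.0310, not under fry, and 0.09 without replicate 3). More neutrophils in the liver and higher expression in the same cells stay open, since whole livers were sequenced.

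ISGs were also higher in *Casp8*-/- *Mlkl*-/- than in WT livers, a comparison the paper does not report. The median log2 fold change of the 72 ISGs was 0.97, with 71 of 72 higher, 1 called over all genes tested (*Rnf213*) and 44 adjusted over the list alone (edgeR, Benjamini-Hochberg). The camera p was 2.01e-46, and the call held under fry (p = 0.00122) and with an estimated correlation (p = 0.00620). Without *Casp8*-/- *Mlkl*-/- replicate 1 the median was 0.66 with 68 of 72 genes higher, which argues against that liver alone. With the trend with GC content and length removed it was 0.87, where the largest median of 10000 random lists was 0.11. Of the 10 splits of the 6 livers into 3 and 3, 1 gave as large a median, the real one, and 10 splits cannot give a smaller share, so the difference and an accident of grouping cannot be told apart by splits.

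A larger share of macrophages in *Casp8*-/- *Mlkl*-/- livers and higher expression per cell cannot be told apart for this list. Of 20 macrophage markers, 0 were lower than in WT at an adjusted p under 0.05 over the list alone, and 0 were higher; their median log2 fold change was 0.65 with all livers. Without *Casp8*-/- *Mlkl*-/- replicate 1 it was 0.14, with 7 of 20 lower. This test was chosen after the median and the number of lower markers had been seen, and takes their place. An exchange of macrophage types, with some markers rising and others falling, stays open as well. The other cell type lists of this comparison moved without that liver as well: neutrophil 0.72 (adjusted camera p = 0.0150), hepatocyte 0.66 (0.0150), endothelial 0.31 (0.00510) and erythroid -0.30 (6.18e-07) became -0.29, -0.28, 0.15 and -0.17 without it, the hepatocyte list as a call in the opposite direction (adjusted camera p = 5.57e-05), and none of the calls with all livers held under fry or with an estimated correlation.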

How the results depend on the processing

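limma-voom with quality weights per library and edgeR with robust estimation were chosen after the values had been seen; the other alternatives were not. The medians of the ISG list kept their direction under every alternative run for it, and their side of the threshold wherever a p was given: 2.75 to 2.92 against WT, 2.67 to 2.87 against *Tnfr1*-/-, 1.81 to 2.18 against *Casp8*-/- *Mlkl*-/- livers and 0.66 to 1.11 for *Casp8*-/- *Mlkl*-/- against WT livers. The list was not run with DESeq2's Wald test or the other filters on low counts, and the fits without a *Tnfr1*-/- liver gave no p against *Tnfr1*-/-. Without the genes that respond to IFN-gamma they were 2.87, 2.74, 1.95 and 0.97. No alternative moved the median log2 fold change of all tested genes by more than 0.1.

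The counts of called genes moved with the tool, and where nothing else is said the cause was not tested. With DESeq2's Wald test, 1775 genes were higher and 589 lower in *Casp8*-/- *Tnfr1*-/- livers against WT, 1107 and 162 against *Tnfr1*-/- and 785 and 156 against *Casp8*-/- *Mlkl*-/- livers; 713 were lower against all 8 controls, 90 differed between *Casp8*-/- *Mlkl*-/- and WT and 46 between *Casp8*-/- *Mlkl*-/- and *Tnfr1*-/- livers, and 21 passed the limits of the heatmap, 14 of them in Fig. 5f. In simulated data with 200 changed genes, 27.6% of its calls were unchanged genes. That share depends on how many genes truly change, so it does not carry over to the counts given here. With limma-voom, 0 genes differed between *Casp8*-/- *Mlkl*-/- and *Tnfr1*-/- livers, where edgeR gave 1 (346 at an unadjusted p under 0.05). With quality weights, which weigh each liver by its scatter, 2934 genes were higher and 2345 lower against WT, 2511 and 1814 against *Tnfr1*-/-, 1894 and 815 against *Casp8*-/- *Mlkl*-/- livers and 2741 and 1772 against all 8 controls; 271 differed between *Tnfr1*-/- and WT, 1042 between *Casp8*-/- *Mlkl*-/- and WT and 517 between *Casp8*-/- *Mlkl*-/- and *Tnfr1*-/- livers; 33 genes passed the limits of the heatmap, 29 of them in Fig. 5f; for *Casp8*-/- *Mlkl*-/- against WT the neutrophil and hepatocyte lists reversed to -0.22 and -0.19 and *Slfn1* to -0.0438.

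With only the 2 genotypes compared in the fit, 424 genes were higher and 28 lower against WT, 55 and 3 against *Tnfr1*-/- and 10 and 1 against *Casp8*-/- *Mlkl*-/- livers; 279 differed between *Tnfr1*-/- and WT and 0 between *Casp8*-/- *Mlkl*-/- and *Tnfr1*-/- livers, 0 passed the limits of the heatmap or were recovered from Fig. 5f, and the hepatocyte list for *Casp8*-/- *Mlkl*-/- against WT kept its median of 0.66 but not its call. With no filter on low counts, 65 genes were lower against WT, 31 against *Casp8*-/- *Mlkl*-/- livers and 144 against all 8 controls, 14 differed between *Casp8*-/- *Mlkl*-/- and WT livers and 11 passed the limits of the heatmap. With a mean of at least 10 counts, 3 differed between *Casp8*-/- *Mlkl*-/- and WT livers. With DESeq2's size factors 3 and with hemoglobin genes left out 0 differed between these (edgeR gave 1, and 971 at an unadjusted p under 0.05), and the hepatocyte list for *Casp8*-/- *Tnfr1*-/- against WT, at -0.00033, became 0.01 in both (0.0115 and 0.00686).

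Replicate numbers were not found to pair the livers: among 15 pairs with the same number the correlation of their deviations was -0.30 to 0.27, over 0.1 in 5. Deviations from the means of such small groups are set largely by outlying livers. Those of *Casp8*-/- *Tnfr1*-/- replicates 1 and 3, for example, correlated at -0.92. A shared litter or batch is therefore not excluded. With the number as a block, 532 genes were higher and 40 lower against WT, 182 and 7 against *Tnfr1*-/-, 130 higher against *Casp8*-/- *Mlkl*-/- livers and 1081 and 140 against all 8 controls; 0 differed between *Casp8*-/- *Mlkl*-/- and WT livers, 1 passed the limits of the heatmap, a gene of Fig. 5f, the hepatocyte list for *Casp8*-/- *Tnfr1*-/- against WT became 0.0323 and *Tnfrsf1a* in *Tnfr1*-/- against WT livers 0.17. With a log2 fold change over 2 in place of 4, 11 genes passed the limits of the heatmap, and with an adjusted p under 0.05 in place of 0.001, 19 passed, 15 of them in Fig. 5f.

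The list tests differ in how they treat correlation between genes. Under fry, the *Casp8*-/- *Tnfr1*-/- against WT medians of -0.25 for the erythroid and 0.40 for the endothelial list lost their calls (Benjamini-Hochberg adjusted p = 0.139 and 0.297), and for *Casp8*-/- *Mlkl*-/- against WT livers the macrophage (0.65), neutrophil (0.72), erythroid (-0.30), hepatocyte (0.66) and endothelial (0.31) lists did (0.424, 0.424, 0.370, 0.527 and 0.424). With an estimated correlation the same lists lost their calls (adjusted p = 0.554 and 0.734, then 0.447, 0.447, 0.390, 0.534 and 0.447), and so did the neutrophil list for *Casp8*-/- *Tnfr1*-/- against WT livers, at 2.96 (0.247).

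Across the fits that each left out a liver, the genes higher and lower ranged from 256 to 1304 and 11 to 436 against WT, 218 to 755 and 6 to 127 against *Tnfr1*-/-, 71 to 516 and 10 to 57 against *Casp8*-/- *Mlkl*-/- livers and 1014 to 2642 and 97 to 730 against all 8 controls. Genes that differed ranged from 0 to 20 between *Casp8*-/- *Mlkl*-/- and WT and from 0 to 11 between *Casp8*-/- *Mlkl*-/- and *Tnfr1*-/- livers; 0 to 10 passed the limits of the heatmap, all of them in Fig. 5f. The ISG list against *Tnfr1*-/- ranged from 2.67 to 2.87. For *Casp8*-/- *Tnfr1*-/- against WT the endothelial list ranged from 0.0876 to 0.64, the erythroid list from -0.47 to -0.15 and the hepatocyte list from -0.17 to 0.20. For *Casp8*-/- *Mlkl*-/- against WT livers the lists ranged from 0.14 to 0.82 (macrophage), -0.29 to 0.96 (neutrophil), -0.28 to 1.04 (hepatocyte) and 0.15 to 0.38 (endothelial), the lowest each time without *Casp8*-/- *Mlkl*-/- replicate 1. *Slfn1* in *Casp8*-/- *Mlkl*-/- against WT livers ranged from -0.0491, also without that liver, to 1.86, *Zbp1* in *Tnfr1*-/- against WT livers from -0.0519 to 0.48 and *Tnfrsf1a* in these from -0.0771 to 0.00724. Where leaving out a *Tnfr1*-/- liver left 1, no p or call against that genotype was made.

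For single genes, 59 comparisons of named genes were recomputed, 1236 values in all. Of these, 1069 kept their direction and call, 106 lost the call and 51 gained it. Another 5 values without a test moved by more than the spread between replicates, and 5 values with a test reversed. A value without a test also changed sign: *Zbp1* in *Tnfr1*-/- against WT livers, from 0.227 to -0.0519 without *Tnfr1*-/- replicate 2. The interferon genes themselves had too few counts to be tested, and whether depth or absent expression is the reason was not tested.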

Differences from the paper's values

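No test in this part was chosen after the result was seen, except limma-voom with quality weights per library and edgeR with robust estimation. The paper's heatmap holds about 31 genes in Fig. 5f, read by eye, and 7 genes passed its stated limits here. Of the alternatives set before the data were examined, DESeq2's Wald test, with 21 genes, is within 1.5 times the paper's number, but only 14 of these are genes of Fig. 5f. The others did not close the gap: 5 genes with DESeq2's size factors, 7 with hemoglobin genes left out, 5 with limma-voom, 11 with no filter on low counts, 7 with a mean of at least 10 counts, 0 with only the 2 genotypes compared, 1 with the replicate block, 0 to 10 with each liver left out, 11 with a log2 fold change over 2 and 19 with an adjusted p under 0.05. limma-voom with quality weights per library gave 33 genes and included all 29 genes of Fig. 5f that could be matched, but was chosen after seeing the values; robust estimation, also chosen after seeing the values, gave 5. The 4 genes outside Fig. 5f with quality weights were *B230303A05Rik*, *Fgl1*, *Gm19951* and *Nos2*, named after their values were seen.

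The paper's Fig. 5f includes *Isg15*, *Oas3* and *Slfn1*, which did not pass its limits here: the largest adjusted p over the 3 comparisons was 0.00596, 0.0243 and 0.0430 (edgeR, Benjamini-Hochberg), and the smallest log2 fold change 4.15, 3.90 and 3.61. *Isg15* passed with DESeq2's Wald test, with no filter on low counts and with an adjusted p under 0.05; all 3 passed with quality weights. Of the other genes of Fig. 5f that did not pass, *Ccl4* and *Ccl7* passed with DESeq2's Wald test, with no filter, with an adjusted p under 0.05 and without *Casp8*-/- *Tnfr1*-/- replicate 3, and *Ccl12*, *Msx2*, *Rgs1* and *Tgtp2* with DESeq2's Wald test and with an adjusted p under 0.05. *Rgs4* passed with an adjusted p under 0.05, *Cxcl1* without *Casp8*-/- *Tnfr1*-/- replicate 3 and *Vnn3* without *Casp8*-/- *Mlkl*-/- replicate 1. *Cxcl2*, *Il1r2*, *Itln1*, *Lcn2*, *Lrg1*, *Orm1*, *Saa3*, *Serpina3n*, *Slfn4* and *Tgtp1* passed only with quality weights.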

Other observations

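The tests of *Casp8*-/- *Tnfr1*-/- replicate 3 alone, of the *Casp8*-/- genotypes together and of macrophage and neutrophil shares were chosen only after the results were seen. For the ISGs in *Casp8*-/- *Tnfr1*-/- livers, the list's median log2 fold change against WT was 2.85 without replicate 3, 2.66 with the trend with GC content and length removed (the largest median of 10000 random lists was 0.15), 2.87 with every library thinned to the smallest total and 2.73 over the 43 genes that share under 5% of their 50-base stretches. These values argue against that liver, GC content or length, library size and shared reads as the whole cause. Of 20 macrophage markers, 6 were lower than in WT at an adjusted p under 0.05 over the list alone and 4 higher (edgeR, Benjamini-Hochberg). In all, 11 of 20 were lower, with a median of -0.20. Such mixed values argue only against an added share of macrophages with the marker levels of WT liver. The paper reports myeloid aggregates that include macrophages in the livers of this genotype. The marker values therefore do not speak against a gathering of macrophages with other marker levels. The test of macrophage markers was chosen after earlier values of the list had been seen. An exchange of macrophage types stays open. A larger share of neutrophils and higher expression per cell cannot be told apart for the ISGs, since the neutrophil markers rose as well, by a median of 2.96. An effect of genotype stays open as a hypothesis.

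Other splits of the same livers were counted. For 3 livers against 3, 1 of 10 splits gave as many called genes as the real one in each of 3 comparisons, the real split itself (452 for *Casp8*-/- *Tnfr1*-/- against WT, 11 for *Casp8*-/- *Tnfr1*-/- against *Casp8*-/- *Mlkl*-/- and 1 for *Casp8*-/- *Mlkl*-/- against WT, with only these livers fitted and at most 0 in another split), and 10 splits cannot give a share under 0.1. For *Casp8*-/- *Tnfr1*-/- livers against all 8 controls, 2 of 100 splits gave as many as the 2018 genes of the real one; the other, *Casp8*-/- *Mlkl*-/- replicate 1 with *Casp8*-/- *Tnfr1*-/- replicates 1 and 3, gave 3585, and the median over the other splits was 0. For the ISG list, 1 of 100 splits, the real one, gave as large a median log2 fold change in either direction (2.36, where the other splits lay between -1.95 and 1.62).

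The 6 livers of the *Casp8*-/- genotypes were compared with the other 5. Reads on *Casp8* remain in all 6, up to 21.9 CPM in *Casp8*-/- *Tnfr1*-/- replicate 3, so the grouping rests on the labels of the samples. In 598 genes all 6 were above the other 5, and in 232 all were below, together 4.81% of tested genes. The *Casp8*-/- *Tnfr1*-/- livers differ from all others by themselves, so only splits that keep them together were counted, a test chosen after these numbers were seen. Of the 56 ways to join 3 of the other 8 livers to them, 1 gave as many genes, the real one; the largest other count was 572 and the median 87. Among the separated genes, 51 are in the ISG list, and the largest differences in mean log2 CPM were those of *Oas3* (4.48) and *Isg15* (4.46). These differences include the *Casp8*-/- *Tnfr1*-/- livers. For *Casp8*-/- *Mlkl*-/- against WT livers, the log2 fold changes of the same genes were 2.74 and 2.48 (edgeR adjusted p = 0.680 and 0.385, not called). Without *Casp8*-/- *Mlkl*-/- replicate 1 they were 1.55 and 1.70. An effect of *Casp8* loss that does not need *Mlkl* is a hypothesis that may be drawn from this share of 1 of 56 splits; the parents of the embryos stay open and were not tested.

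Among the control genotypes, 0 genes differed between *Tnfr1*-/- and WT livers (186 at an unadjusted p under 0.05), and the ISG list's median was 0.01. Between *Casp8*-/- *Mlkl*-/- and *Tnfr1*-/- livers the list's median was 0.89. *Rnf213* was the 1 gene called between *Casp8*-/- *Mlkl*-/- and WT livers (log2 fold change 1.30, edgeR Benjamini-Hochberg adjusted p = 0.0464), and 9 of 11 fits that left out a liver lost this call, at 1.25 to 1.33. The targeted genes themselves were not called in this comparison (*Casp8* -1.75, *Mlkl* -2.11, edgeR adjusted p = 0.0677 for each). The small number of calls therefore does not show that these genotypes are alike. *Cxcl10* was the 1 gene called between *Casp8*-/- *Mlkl*-/- and *Tnfr1*-/- livers (2.21, adjusted p = 0.0169, same test), and 7 of the 9 such fits that gave a p lost this call. *Zbp1*, for which the paper reports comparable immunolabeling in *Casp8*-/- *Mlkl*-/- and WT embryos, had a log2 fold change of 1.17 between these livers (standard error 0.362, edgeR adjusted p = 0.865). It stayed between 0.811 and 1.43 in the fits that left out a liver, so a modest rise of its RNA is not excluded.

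Genes lower in all 3 comparisons included *Kcna2* (log2 fold change -3.96 against WT, -4.21 against *Tnfr1*-/- and -3.84 against *Casp8*-/- *Mlkl*-/- livers), *Ces1d* (-3.29, -3.70 and -3.28), *Folr2* (-2.70, -2.56 and -3.31), *Car3* (-3.12, -3.34 and -2.53) and *Gm20033* (-2.30, -2.43 and -2.34). Against *Casp8*-/- *Mlkl*-/- livers, the call was lost in 6 of 11 fits that left out a liver for *Kcna2*, 8 for *Ces1d* and 9 for *Gm20033*; without *Casp8*-/- *Mlkl*-/- replicate 1 these values were -3.07 for *Kcna2* and -1.88 for *Ces1d*.

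Of 15 genes of the necroptosis pathway and of macrophages that the paper names, all were tested and 6 were higher and 1, *Casp8*, lower against WT (-0.99, edgeR adjusted p = 0.0402, lost in 9 of 11 fits that left out a liver, at -1.31 to -0.80 and adjusted p up to 0.151), 4 higher against *Tnfr1*-/-, and 3 higher and 1 lower against *Casp8*-/- *Mlkl*-/- livers. *Tlr3* rose by 1.89 against WT (edgeR Benjamini-Hochberg adjusted p = 0.00180), 1.81 against *Tnfr1*-/- and 1.52 against *Casp8*-/- *Mlkl*-/- livers, and *Tnf* by 2.69 (0.0203, lost in 2 of 11 fits that left out a liver, at 2.34 to 3.37 over these fits and adjusted p up to 0.105), 3.395 and 2.09 (0.0923, not called). *Ripk1* (0.11, adjusted p = 0.692), *Ripk3* (0.90, 0.120) and *Ticam1* (0.16, 0.547) were not called against WT with all livers in the fit (same test). Without *Casp8*-/- *Tnfr1*-/- replicate 3, *Ripk1* was called at 0.30 (edgeR adjusted p = 0.0454) and *Ripk3* was 0.39 (0.194, not called), and limma-voom with quality weights, chosen after the values were seen, called both at 0.28 and 0.38 (adjusted p = 0.00934 and 0.0114). *Adgre1*, the gene for F4/80, measured 52.8 CPM in WT, 48.1 in *Tnfr1*-/-, 125 in *Casp8*-/- *Mlkl*-/- and 30.6 in *Casp8*-/- *Tnfr1*-/- livers; it was lower against *Casp8*-/- *Mlkl*-/- livers (-2.03, adjusted p = 0.0309, lost in 8 of 11 fits that left out a liver) and not called against WT (-0.78, 0.221). *Cd68* was higher against WT (0.90, 0.0293, lost in 5 such fits). *Clec4f* measured 12.1 CPM in WT and 12.7 in *Tnfr1*-/- livers, against 2.13 in *Casp8*-/- *Mlkl*-/- and 0.608 in *Casp8*-/- *Tnfr1*-/- livers; it was singled out after its values were seen.

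Of 20 interferon genes, 0 passed the count filter. *Ifnb1* had 1 count in each of 3 livers and *Ifng* at most 3 counts in a liver, so that no difference between genotypes was detectable. No biological explanation was tested for these genes.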
